# Essential role of autophagy in protecting neonatal haematopoietic stem cells from oxidative stress in a p62-independent manner

**DOI:** 10.1038/s41598-021-81076-z

**Published:** 2021-01-18

**Authors:** Naho Nomura, Chiaki Ito, Takako Ooshio, Yuko Tadokoro, Susumu Kohno, Masaya Ueno, Masahiko Kobayashi, Atsuko Kasahara, Yusuke Takase, Kenta Kurayoshi, Sha Si, Chiaki Takahashi, Masaaki Komatsu, Toru Yanagawa, Atsushi Hirao

**Keywords:** Haematopoiesis, Haematopoietic stem cells, Autophagy

## Abstract

Autophagy is a cellular degradation system contributing to homeostasis of tissue stem cells including haematopoietic stem cells (HSCs). It plays pleiotropic roles in HSC characteristics throughout life, but its stage-specific roles in HSC self-renewal are unclear. To investigate the effects of *Atg5* deletion on stage-specific HSC functions, we compared the repopulating capacity of HSCs in *Atg5*^*f*/*f*^;*Vavi-cre* mice from postnatal day (P) 0–7 weeks of age*.* Interestingly, Atg5 deficiency led to no remarkable abnormality in the HSC self-renewal capacity at P0, but significant defects at P7, followed by severe defects. Induction of *Atg5* deletion at P5 by tamoxifen administration to *Atg5*^*f*/*f*^;*Rosa26-Cre-ER*^*T2*^ mice resulted in normal haematopoiesis, including the HSC population, until around 1 year, suggesting that Atg5 in the early neonatal period was critical for haematopoiesis in adults. Mitochondrial oxidative stress was increased by Atg5 loss in neonatal HSC/progenitor cells. Although p62 had accumulated in immature bone marrow cells of *Atg5*^*f*/*f*^;*Vavi-cre* mice, *p62* deletion did not restore defective HSC functions, indicating that Atg5-dependent haematopoietic regulation in the developmental period was independent of p62. This study proposes a critical role of autophagy in HSC protection against harsh environments in the early neonatal stage, which is essential for healthy long-term haematopoiesis.

## Introduction

Autophagy is a conserved catabolic system that degrades cellular components engulfed in autophagosomes within lysosomes. This system is constitutively active to maintain cellular functions, but it is also induced in response to stress condition such as oxidative stress, infection, and starvation. Induced autophagy is a prosurvival mechanism to maintain cellular homeostasis by eliminating unwanted components such as damaged organelles, protein aggregates, and intracellular bacteria, and supplying an energy source. Autophagy consists of serial steps and different autophagy-related genes (Atgs) are involved in the process. It starts with emersion and expansion of an isolation membrane/phagophore. The phagophore encloses cytoplasmic components to form double membrane vesicles called autophagosomes. The autophagosomes then fuse with lysosomes to become autolysosomes in which degradation of cargo by lysosomal enzymes occurs. In mammals, for the initial step, the Unc-51 like autophagy activating kinase (ULK) complex consisting of ULK1 or ULK2, Atg13, FIP200, and Atg101 is recruited to sites near the endoplasmic reticulum (ER) and forms an assembly. Atg9-positive vesicles derived from the *trans*-Golgi network and plasma membrane localize to the ULK complex assembly and contribute to the formation of autophagosome precursors^1^. Phosphatidylinositol 3-kinase (PI3K) complex I consisting of Beclin1, Vps34, p150, Nrbf2, and Atg14L produces phosphatidylinositol 3-phosphate (PtdIns3P) in autophagosome-biogenesis-related membranes (*i.e.* autophagosome precursor, isolation membrane, and omegasome) to recruit multiple PtdIns3P-binding proteins that regulate autophagy formation^1^. The Atg12–Atg5–Atg16L1 complex, which is formed through a ubiquitin-like conjugation system involving Atg7 and Atg10, is recruited to the autophagosome precursor/isolation membrane via PtdIns3P-binding protein WIPI2b^1^. The Atg12–Atg5–Atg16L1 complex promotes conjugation of phosphatidylethanolamine to LC3 (Atg8 homolog in mammals), another ubiquitin-like conjugation system involving Atg4, Atg7, and Atg3^1,2^. The lipidation of LC3 has multiple roles in autophagy. For example, it is required for expansion of the isolation membrane and fusion of autophagosomes with lysosomes^1,3^. These two ubiquitin-like systems are crucial for successful autophagy.

Mammalian target of rapamycin (mTOR), a negative regulator of the autophagy pathway, which inactivates ULK1 by phosphorylation, is stimulated by insulin, growth factors, and amino acids. Lack of insulin or growth factors induces autophagy via the PI3K/Akt/mTOR axis, and a lack of amino acid induces it via regulation of Rag GTPase^4^, a component of mTOR complex 1 (mTORC1). mTOR also senses glucose starvation via the AMPK/mTOR axis to induce autophagy^4^. Generated amino acids are reused for protein and fatty acid biosynthesis, gluconeogenesis, and ATP production. Under infected conditions, attachment of bacteria to host cells^5^, bacterial pathogen-associated molecular patterns (PAMPs; e.g. lipopolysaccharide), and damage-associated molecular patterns (DAMPs; e.g. disturbed endosomal membrane)^6^, and bacterial nucleic acids (e.g. double-stranded DNA)^7^ trigger recruitment of autophagy machinery and rapid elimination of intracellular bacteria. Dysregulated autophagy is associated with pathogenesis in several tissues, typically neurons. In Alzheimer’s disease (AD), accumulation of amyloid beta peptide (Aβ) is thought to primarily trigger the pathogenesis. Growing evidence suggests that autophagy is a major pathway for degradation of Aβ, and dysfunction of autophagy contributes to the pathogenesis of AD^8^. Thus, in many situations, autophagy has important roles to protect cells from stress.

Although autophagy had been originally identified as a bulk degradation pathway, selective autophagic degradation has been identified. p62, also known as SQSTM1 (hereafter referred to as p62), is a major autophagic receptor that interacts with ubiquitinated substrates via the ubiquitin association domain and autophagosomes via the LC3 interaction region to intermediate selective engulfment of specific cargo into autophagosomes. p62 functions not only as an autophagic receptor, but also in the stress response. p62 activates nuclear factor erythroid 2-related factor (Nrf2) by competitive binding to Kelch-like ECH-associated protein (Keap) 1, promoting tumourigenesis in the liver^9^. Phosphorylation of S351 in p62 is observed in autophagic cargo, which increases affinity of p62 for Keap1. These findings suggest that selective autophagy and the Keap1-Nrf2 pathway are interdependent via p62^9^. In addition to mediating selective degradation of cargo, p62 itself is degraded by autophagy. Therefore, p62 accumulates under autophagy inhibitory conditions and in autophagy-deficient tissues. p62 accumulates in *Atg7*-deficient hepatocytes, and *p62* ablation suppresses liver injury and tumour development caused by autophagy deficiency^10–12^. However, accumulated p62 is not related to defective autophagy-deficient neurons^10^. The relationship of the phenotype caused by autophagy deficiency and p62 accumulation remains unclear.

Atg3, Atg5, Atg7, Atg12, and Atg16L1 are involved in the Atg12 conjugation system, and mice deficient for these genes (*Atg3*^−⁄−^, *Atg5*^−⁄−^, *Atg7*^−⁄−^, *Atg12*^−⁄−^, and *Atg16l1*^−⁄−^) are neonatal lethal and die within 1 day after birth^13–17^. *Atg5*-null mice (*Atg5*^*−⁄−*^), in which Atg5 is deficient in the whole body, fail to suckle milk and die within 1 day after birth^18^. Introduction of exogenous Atg5 to neurons in *Atg5*-null mice (*Atg5*^*−⁄−*^;*Eno2-Atg5*) recovers the suckling defect and neonatal lethality, suggesting that neuronal dysfunction triggers severe defects in *Atg5*-null mice. However, *Atg5*^*−⁄−*^;*Eno2-Atg5* mice, in which *Atg5* gene was restored only in neuron, start to die at around 2 months with abnormalities in multiple organs, indicating that autophagic activity is essential for development of tissues other than neuronal tissues. Additionally, because the amino acid level in *Atg5*-null neonates is lower and they died earlier than non-milk-fed wildtype neonates, metabolic and suckling defects trigger early neonatal lethality. Thus, it is still unclear how autophagy affects developmental processes.

To identify the role of autophagy in blood cells, various types of conditional *Atg* genes knockout mice have been used because of lethality of conventional *Atg* genes knockout mice^13–17^. It has been demonstrated that autophagy plays critical roles in the development and differentiation of various types of blood cells, including T, B, and erythroid cells^19–28^. Haematopoietic cell-specific *Atg5* and *Atg7* deletion in the foetal period using the Vav-Cre-loxP system triggers weight loss, severe anaemia, and reduced haematopoietic stem cells (HSCs) of mice and results in death^27–31^. In these mice, a mitochondrial status alteration has been observed^30,31^. In adult HSCs, for example, autophagy is induced rapidly upon starvation via the FoxO3a-driven gene expression program, which maintains the functionality of HSCs^32^. Furthermore, it has been suggested that autophagy degrades active healthy mitochondria and maintains low metabolic state and quiescence of HSCs^33^. However, knockout mice in which *Atg5* and *Atg12* genes re-deleted at juvenile to adult ages using the Mx1-Cre-loxP system are largely healthy, but show some phenotypes resembling aged mice, such as increased cellularity and a skewed ratio of myeloid versus lymphoid cells in peripheral blood (PB), indicating critical roles of autophagy in blood aging^33^.

In this study, we investigated the role of autophagy in HSC functions during developmental stages after birth using Atg5-deficient mice. Previous reports of *Atg5*^*f*/*f*^;*Vav-Cre* (*Atg5*^*f*/*f*^;*Vav*) or *Atg7*^*f*/*f*^;*Vav-Cre* mice have shown progressive defective haematopoiesis during developmental stages (6–9 weeks). Because the abnormalities of HSCs appeared to be more severe as the mice grew, it was assumed that autophagy is important for development of HSCs in later stages. However, the role of autophagy at early time points, such as the neonatal period, has not been clarified. In this study, by comparison of the regeneration capacity of HSCs among different timings after birth, we evaluated stage-specific effects of Atg5 deficiency on HSC functions. Additionally, because accumulation of p62 is observed in autophagy-deficient tissues^10–12^, we investigated the role of p62 in the response to oxidative stress induced by Atg5 deficiency in haematopoiesis by analysis of *Atg5*^*f*/*f*^;*p62*^*f*/*f*^;*Vav-Cre* (*Atg5*^*f*/*f*^;*p62*^*f*/*f*^;*Vav*) mice. As a result, we demonstrated that autophagy plays a critical role in protecting neonatal HSCs from oxidative stress in a p62-independent manner.

## Results

### Progressive haematopoietic failure by *Atg5* deletion during developmental period

To investigate the roles of autophagy in development of haematopoiesis in mice, we analysed the effects of *Atg5* deletion on haematopoiesis using the Vav-Cre-loxP system, in which Cre recombinase-mediated loxP-flanked gene deletion in haematopoietic tissue starts from around embryonic day (E) 11.5^34^. The *Atg5* deletion efficiency was sufficiently high using this system (Supplementary Figure S1). Consistent with previous reports^29,30^, *Atg5*^*f⁄f*^;*Vav* mice showed severe haematopoietic failure at 7 weeks of age, and most Atg5-deficient mice died presumably because of further progression of haematopoietic failure (Supplementary Fig. S2). To evaluate the effect of Atg5 on HSC development, we investigated the long-term HSC population (SLAM LSK; CD48^−^CD150^+^lineage^−^Sca-1^+^c-Kit^+^) in P7, 3-week-old and 7-week-old mice. In bone marrow (BM) of 7-week-old mice, SLAM LSK cells were reduced dramatically by loss of the *Atg5* gene (Fig. 1) as shown previously^29,30^. This abnormality was not remarkable at earlier stages (Fig. 1). Therefore, as suggested in the previous reports, these data indicate that autophagy may play more critical roles in the later period rather than earlier developmental stages, such as the neonatal period.

**Figure 1:**
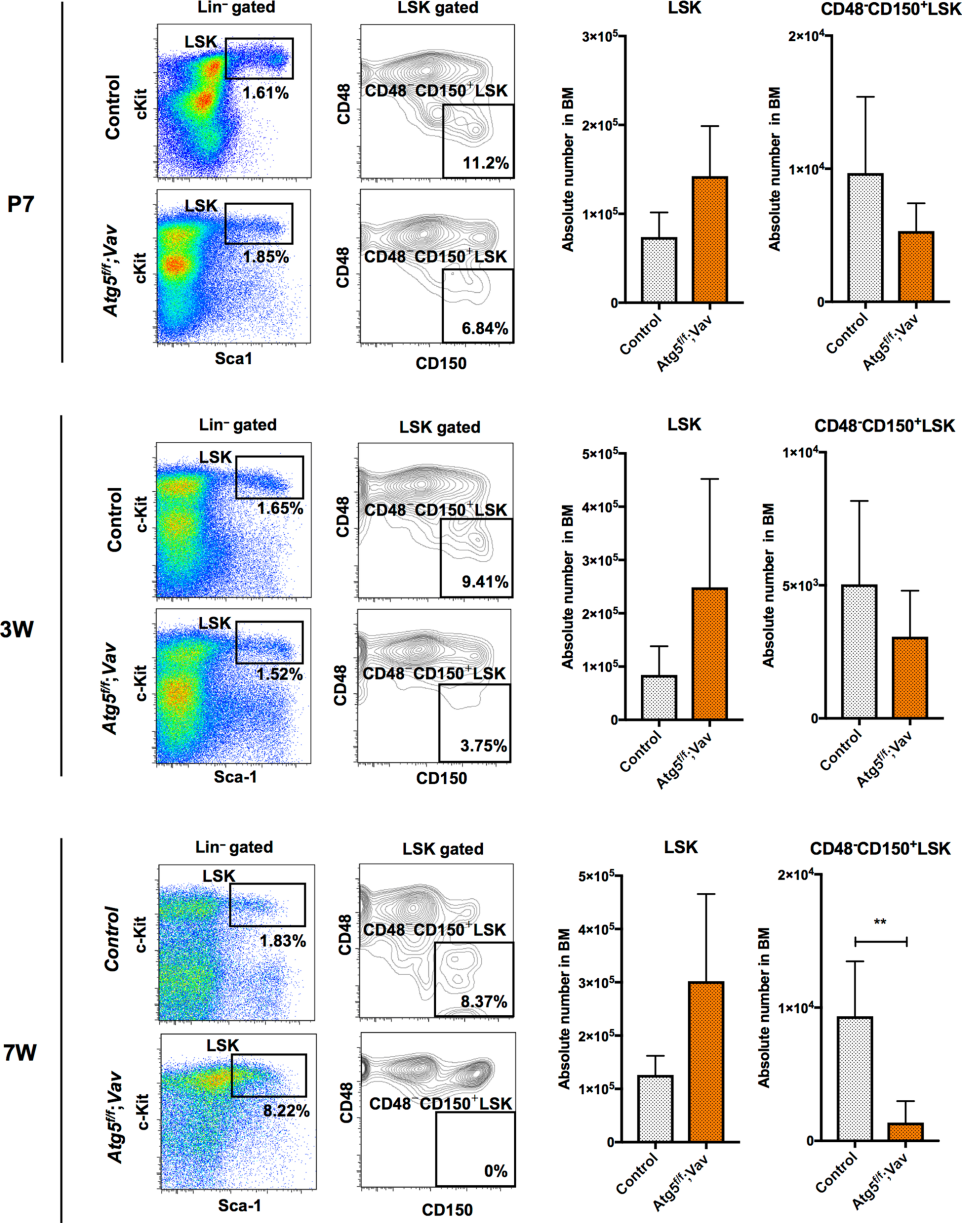
HSC population in control (*Atg5*^*f*/*w*^;*Vav*) and *Atg5*^*f*/*f*^;*Vav* mice at P7 (top), 3 weeks (middle), and 7 weeks (bottom). Left panel shows a representative flow cytometric plot of LSK (Lin^−^c-Kit^+^Sca1^+^) cells and CD48^−^CD150^+^LSK cells in at least three independent experiments. Right panel shows absolute numbers of LSK and CD48^−^CD150^+^LSK cells. Data are the mean ± SD (n = 3–6).

### Defect in the self-renewal capacity of HSCs among BM cells of ***Atg5***^*f*/*f*^;***Vav*** mice at P7, but not P0

To evaluate the effect of Atg5 deficiency on HSC functions, we performed competitive reconstitution assays using BM cells of *Atg5*^*f*/*f*^;*Vav* mice from P0 to 7 weeks of age. When we transplanted BM from P0 to 7-week-old mice, all lineages derived from Atg5-deficient mice were reduced significantly in PB, which reduced further with age (Fig. 2a, Supplementary Fig. S3). In BM, regeneration of Atg5-deficient BM cells at 16 weeks after transplantation was reduced dramatically in 3- and 7-week-old BM cell recipients, indicating that Atg5-deficient mice lost their self-renewal capacity at 3 weeks of age (Fig. 2b). However, interestingly, its repopulation in BM was almost comparable to the control, when we transplanted Atg5-deficient BM cells at P0 (Fig. 2b). These data suggest that although production of mature cells in PB may be impaired by Atg5, development of immature cells was unaffected at P0. Hence, we analysed donor-derived HSC/progenitor cells (Lineage^−^Sca1^+^c-Kit^+^; LSK cells) at 16 weeks after transplantation to assess repopulation of HSCs, that is, their self-renewal capacity. We found that the frequency of donor-derived LSK cells was comparable to the control in transplantation of Atg5-deficient BM cells at P0, indicating that the self-renewal capacity of Atg5-deficient cells was normal at P0 (Fig. 2b). In transplantation of BM cells from P7 mice, we found a mild but significant reduction in repopulation of Atg5-deficient LSK cells, as well as myeloid, B, and T cells, indicating a reduction in the self-renewal capacity of HSCs (Fig. 2b). Thus, HSC dysfunction due to Atg5 loss was detected at P7, but not P0, followed by progressive dysfunction of HSCs in later stages.

**Figure 2:**
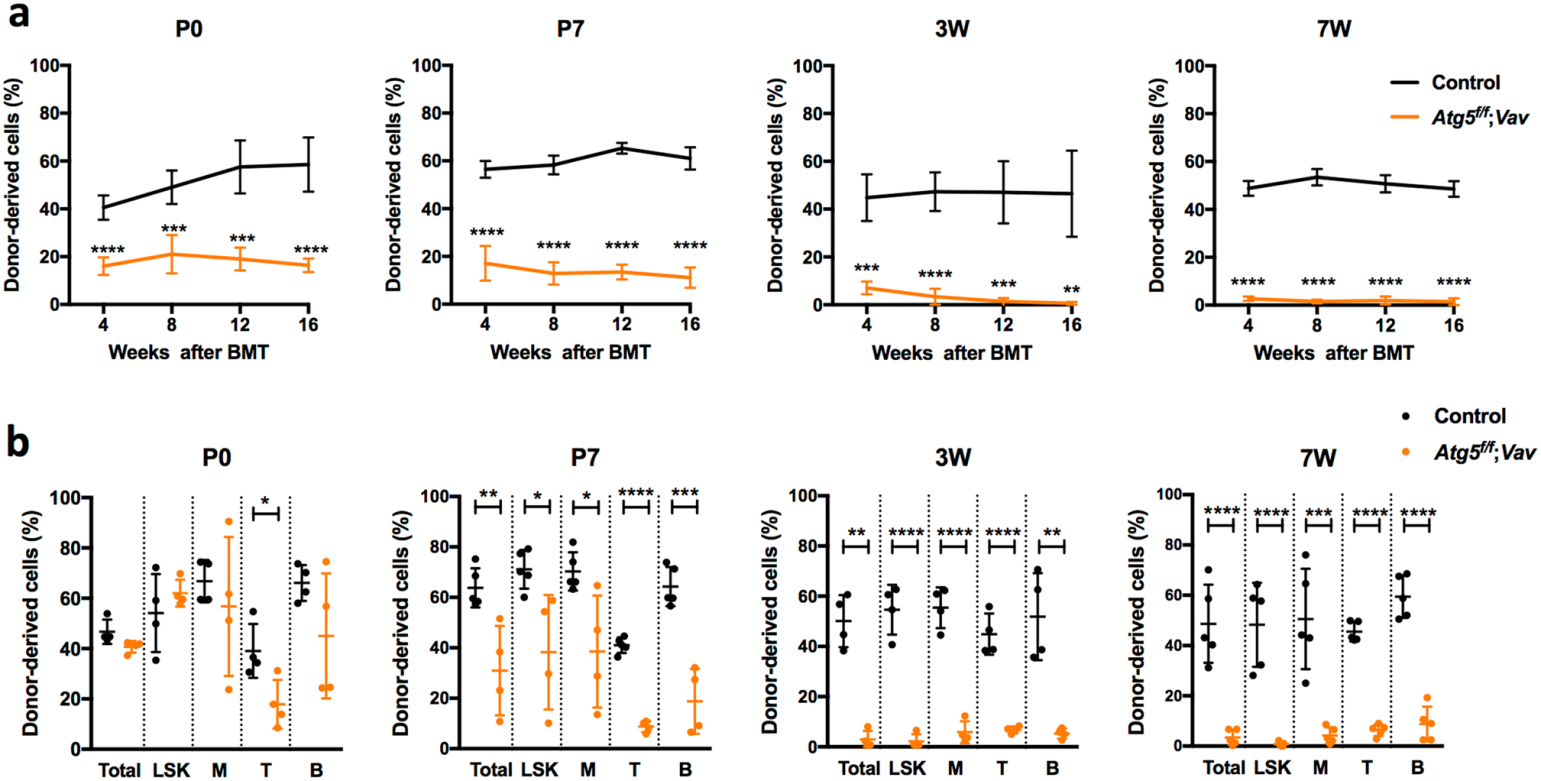
Competitive reconstitution analysis of BM cells from control (*Atg5*^*f*/*w*^;*Vav)* and *Atg5*^*f*/*f*^;*Vav* mice at P0, P7, 3 weeks, and 7 weeks. (**a**) Frequency of donor-derived cells among total PB cells were analysed every 4–16 weeks after transplantation. Data are the mean ± SD (n = 4–5). (**b**) Frequency of donor-derived cells among total, LSK, myeloid (M), T (T), and B (B) cells in BM were analysed at 16 weeks after transplantation. Data are the mean ± SD (n = 4–5). Horizontal line indicates the mean of values.

### No remarkable abnormality in long-term haematopoiesis, including HSC functions, by *Atg5* deletion after P5

Next, we investigated the effect of Atg5 loss on haematopoiesis, when it was induced at an earlier time after birth. For this purpose, we used two systems, *Atg5*^*f*/*f*^;*Mx1-Cre* (*Atg5*^*f*/*f*^;*Mx1*), and *Atg5*^*f*/*f*^;*Rosa26-Cre-ER*^*T2*^ (*Atg5*^*f*/*f*^;*Rosa*) or *Atg5*^*f*/*−*^;*Rosa26-Cre-ER*^*T2*^ (*Atg5*^*f*/*−*^;*Rosa*), in which *Atg5* gene deletion is induced by poly(I:C) and tamoxifen treatment, respectively. As the standard method, we started administration of poly(I:C) at 4 weeks of age and analysed haematopoiesis in adults. In our experiments, the Atg5 deficiency caused a mild but insignificant increase of LSK cells and LT-HSCs associated with increased myeloid cells and decreased B cells in PB, which is consistent with a previous report (Supplementary Fig. S4)^33^. These data indicated that deletion of *Atg5* gene in later developmental periods did not remarkably affect the HSC population. To delete the *Atg5* gene at the earliest timing after birth, we attempted to administrate tamoxifen at P5, followed by long-term observation of haematopoiesis. Although some mouse neonates died because of injury due to the intraperitoneal injection, most survived and appeared healthy. Analysis of PB showed normal haematopoiesis of Atg5-deficient mice. In some mice, we analysed HSCs and progenitors in BM after long-term observation (e.g., 8–12 months of age). The HSC and progenitor populations were comparable to the control (Fig. 3). To check the efficiency of gene deletion, we performed colony formation assays, followed by genotyping of individual colonies. We found that about 70% of colonies on average showed deletion of both alleles, indicating that the majority of LT-HSCs were deficient for Atg5 (Supplementary Fig. S5). Although there was the possibility that partial deletion of the *Atg5* gene may fail to result in remarkable phenotypes, these data support that Atg5 was dispensable to develop and maintain HSCs when the *Atg5* gene was deleted at around 1 week after birth.

**Figure 3:**
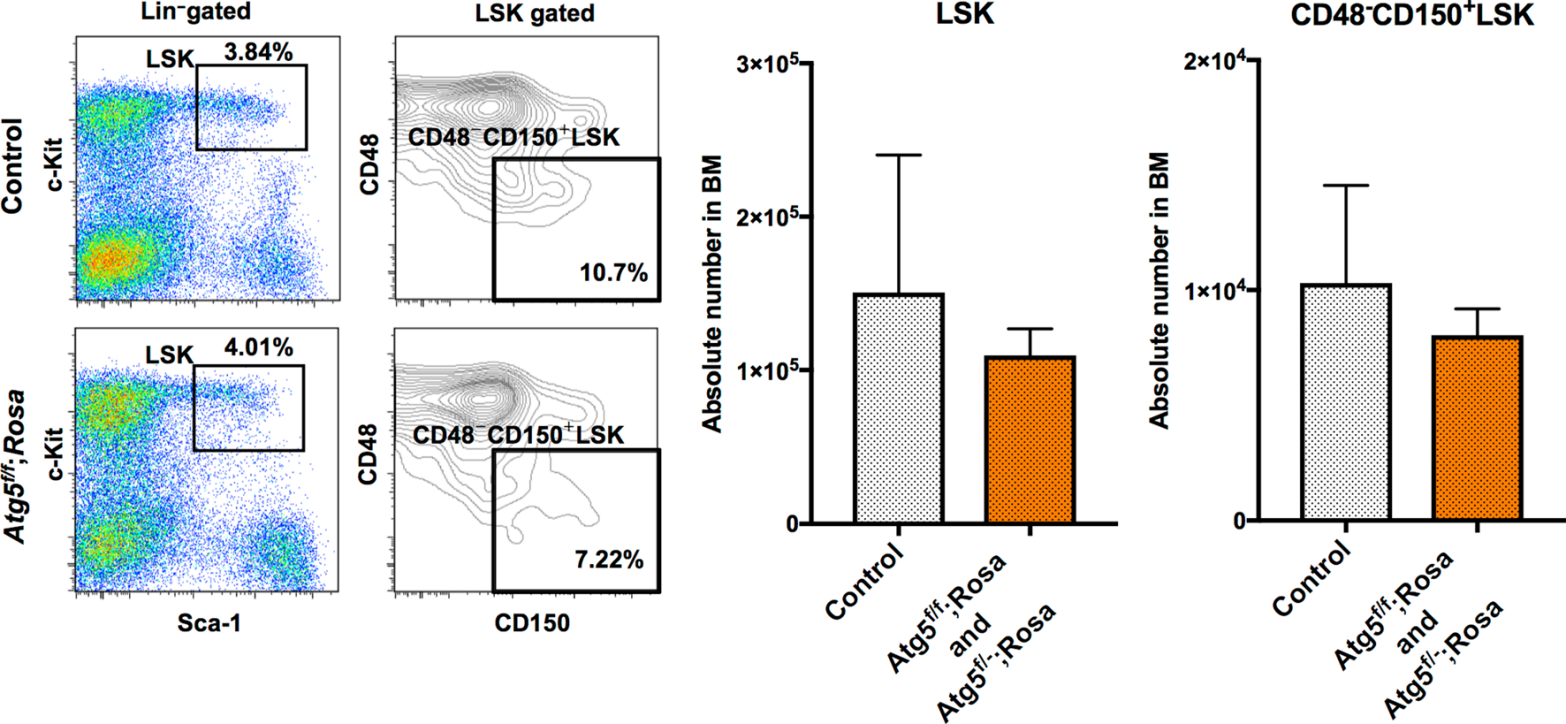
HSC population in control (*Atg5*^*f*/*w*^;*Rosa* and *Atg5*^*w*/*w*^;*Rosa*), and *Atg5*^*f*/*f*^;*Rosa* and *Atg5*^*f*/*−*^;*Rosa* mice at 8–12 months after tamoxifen administration at P5. Left panel shows a representative flow cytometric plot of LSK (Lin^−^c-Kit^+^Sca1^+^) cells and CD48^−^CD150^+^LSK cells in three independent experiments. Right panel shows absolute numbers of LSK and CD48^−^CD150^+^LSK cells. Data are the mean ± SD (n = 3).

### Increased mitochondrial oxidative stress by *Atg5* deletion is associated with cell death at the neonatal stage

The above data prompted us to focus our analysis on HSCs at P7. First, to monitor autophagic activity in *Atg5*^*f*/*f*^;*Vav* and Control (*Atg5*^*f*/*w*^;*Vav* and *Atg5*^*f*/*w*^) mice, we used the GFP-LC3 system with FACS analysis^35,36^. If autophagy occurs, the GFP intensity decreases because it is digested and/or attenuated by the acidic condition in lysosomes in addition to LC3 protein, whereas GFP-LC3 accumulates upon autophagy inactivation. We compared the GFP fluorescence intensity in HSCs/progenitors (LSK) in *GFP-LC3*;*Atg5*^*f*/*f*^;*Vav* and *GFP-LC3*;*Atg5*^*f*/*w*^;*Vav* or *GFP-LC3*;*Atg5*^*f*/*w*^ mice. We found that *Atg5* deletion caused a clear increase of GFP intensity, which indicated that autophagy was impaired by *Atg5* deletion (Fig. 4a). 

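LSK cells (lineage-Sca-1+c-Kit+), the BM fraction that holds HSCs and early progenitors, were profiled on 1-colour Agilent microarrays, on which the brightness of a spot follows the amount of the transcript that its 60-mer probe matches. RNA of 3 control and 3 *Atg5* f*/*f;*Vav* samples from mice at P6–8 was hybridised, with 1 array per sample. Neither the paper's text nor the sample labels say whether a sample came from 1 mouse or from several, so n and SD refer to arrays. The authors deposited the scanner's intensity for every spot, corrected for background by Feature Extraction, and a table of normalised signal, in which each array's intensity is divided by its own 75th percentile over all spots. For the values given here, each array's 75th percentile over the 59305 spots that are not controls was subtracted from the log2 intensity. Spots flagged as outliers by the scanner software were left out, and spots of the same probe were averaged. Of 56605 probes, the 32074 that were well above background on at least 3 of the 6 arrays were tested with limma. A gene with several probes is represented by the probe with the highest mean signal. The share of probes well above background was 58.2%, 57.6% and 58.1% on the control arrays and 54.8%, 53.9% and 51.6% on the arrays labelled *Atg5* f*/*f;*Vav*. The number of arrays limits the precision. All 6 arrays lay on 1 slide that was scanned once, with the control arrays in slide row 1 and the others in slide row 2, so slide row and genotype cannot be told apart. *Atg5* was measured by 1 probe, on chromosome 10 of mm9 from 44083997 to 44084056, which starts at base 2251 of the transcript. Its log2 signal relative to the 75th percentile was 1.10, 0.93 and 1.06 on the control arrays and 1.46, 1.51 and 1.74 on the arrays labelled *Atg5* f*/*f;*Vav*. The difference was 0.54 (standard error 0.12, adjusted p = 0.0209 from limma with Benjamini-Hochberg adjustment), higher in the group labelled as lacking the gene. Whether this probe lies in the deleted part of the gene was not determined, and each direction given here rests on the arrays' labels. Without a filter on dim probes the adjusted p from limma was 0.0567, and without control replicate 1 or 2 it was 0.0727 or 0.0836.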

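Between the groups, 11024 probes passed an adjusted p of 0.05 in limma, 5540 higher and 5484 lower in the arrays labelled *Atg5* f*/*f;*Vav*. The signals of the groups did not overlap for 55.4% of the probes tested, where chance gives 10%. Without control replicate 1 the count was 330 and without control replicate 2 it was 251, whereas it stayed between 7722 and 10304 with any other array left out. With each array's 75th percentile taken over the probes well above background on all 6 arrays, 3371 probes were higher and 10088 lower, since this scaling moved the median over the probes from −0.06 to −0.27. Pearson's r across probes, which are not independent replicates, was 0.993 for each pair of control arrays and 0.982 to 0.992 for pairs of arrays labelled *Atg5* f*/*f;*Vav*. Between the groups it was 0.952 to 0.986. The largest rises among probes detected on all 6 arrays were those of *Iigp1*, *Car1*, *Atp1b2*, *Cxcl10* and *Gm4951*, with log2 fold changes of 4.28 to 4.76. The largest falls were those of *Col1a2*, *Sparc*, *Meg3*, *Fn3k* and *Gm33093*, with log2 fold changes of −3.70 to −2.60. *Iigp1*, *Cxcl10*, *Gm4951* and *Fn3k* passed the threshold with each array left out. Without control replicate 2 the adjusted p was 0.0565 for *Car1*, 0.0596 for *Atp1b2*, 0.112 for *Col1a2*, 0.085 for *Sparc*, 0.0727 for *Meg3* and 0.0761 for *Gm33093*. It was 0.051 for *Atp1b2*, 0.0663 for *Meg3* and 0.0775 for *Gm33093* without control replicate 1, without control replicate 3 it was 0.0684 for *Sparc*, and without *Atg5* f*/*f;*Vav* replicate 2 it was 0.0585 for *Sparc* and 0.0546 for *Gm33093*. *Col1a2* passed the threshold with control replicate 1 left out and with no other array left out. The log2 signal of *Col1a2* on the control arrays was −0.90, 3.47 and 2.90.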

Although, haematopoietic populations of Atg5-deficient mice appeared to be normal as shown in Fig. 1, we performed gene expression profiling to investigate mechanisms underlying damage of Atg5-deficient HSCs at around P7 (P6–8). 

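Genes of mitochondrial protein complexes were listed by the gene families that their symbols name, and 195 of them were measured. Their median log2 fold change was 0.61, with 193 higher in the arrays labelled *Atg5* f*/*f;*Vav*. Of these genes, 173 passed the threshold over all probes tested and 183 when adjusted over the list alone. *Tomm40* encodes the channel of the import complex in the outer mitochondrial membrane. Its probe, on chromosome 7 of mm9 from 20286707 to 20286766, had a log2 signal of 3.18 ± 0.16 (SD, n = 3) in control and 4.29 ± 0.29 (SD, n = 3) in *Atg5* f*/*f;*Vav* arrays. The log2 fold change was 1.11 (standard error 0.17, adjusted p = 0.0145 from limma with Benjamini-Hochberg adjustment). A pair of further probes of *Tomm40* gave 1.26 and 1.25, and another, placed on the opposite strand, gave −0.12. *Mrps18b* encodes a protein of the mitochondrial ribosome and its probe lies on chromosome 17 of mm9 from 36047331 to 36047390. Its log2 signal was 3.41, 3.40 and 3.70 on the control arrays and 4.33, 4.44 and 4.84 on the *Atg5* f*/*f;*Vav* arrays, a log2 fold change of 1.04 (standard error 0.17, adjusted p = 0.0149 from limma). The other *Mrps18b* probes gave 1.05 and 1.17, apart from 1 that was well above background on no array. For both genes every array labelled *Atg5* f*/*f;*Vav* exceeded every control array, for which a 2-sided exact permutation test gives p = 0.1, the smallest p that 3 arrays against 3 allow. Without control replicate 1 or 2 the adjusted p from limma was 0.066 or 0.0695 for the probe that represents each gene. The *Tomm40* probe with 1.25 still passed, at 0.0458 or 0.0482. The further probes with 1.26, 1.05 and 1.17 did not pass. Quantile normalisation moved the log2 fold changes of the representing probes most, to 0.78 and 0.70. Within the list, the median was 0.67 for the 77 genes of the mitochondrial ribosome and 0.70 for the 29 import genes. For the respiratory chain it was 0.56 for complex I, 0.58 for complex II, 0.64 for complex III, 0.61 for complex IV and 0.53 for complex V. The 13 genes of the cristae organising complex and the permeability pore had a median of 0.51. The 10 genes measured that the mitochondrial genome encodes, which were not part of the list, had a median of 0.39, and 3 of them passed the threshold. The 78 genes of the cytosolic ribosome had a median of 0.10. The rise was not confined to mitochondrial genes. Medians were 0.70 for the proteasome, 0.89 for ribosome biogenesis and 0.74 for proliferation. The scaling that moved the median over all genes to −0.21 lowered all lists alike, to 0.41 for the mitochondrial list and −0.11 for the cytosolic ribosome.

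**Figure D1:**
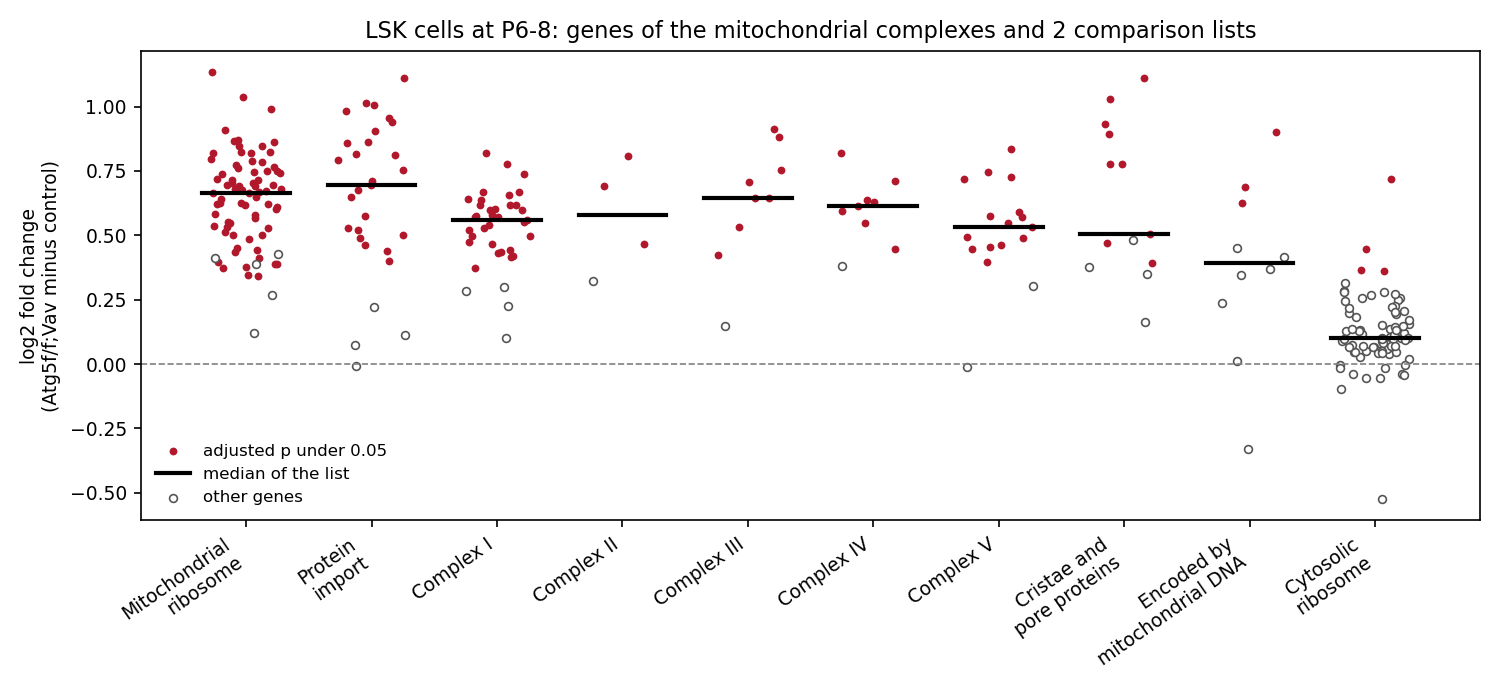
Log2 fold change (*Atg5* f*/*f;*Vav* minus control) of each measured gene of the mitochondrial families and of the cytosolic ribosome, each point a gene (filled where the adjusted p from limma was under 0.05) and each bar the median of its list. The 77 genes of the mitochondrial ribosome were all higher, with a median of 0.67, and the cytosolic ribosome had a median of 0.10. Scaling on the probes detected on all arrays moves every point down by the same amount, which takes the latter median below 0.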

GO term analysis using microarray data showed that the expression of genes related to mitochondria, such as *Tomm40* and *Mrps18b*, was significantly enriched in LSK cells from *Atg5*^*f⁄f*^;*Vav* mice (Fig. 4b, Supplementary Fig. S6). Additionally, we found elevated mitochondrial reactive oxygen species (ROS) detected by MitoSox staining in LSK cells of *Atg5*^*f⁄f*^;*Vav* mice at P7 (Fig. 4c). Increased mitochondrial ROS was also observed in LSK cells of 3-week-old *Atg5*^*f⁄f*^;*Vav* mice. We did not find an apparent increase of mitochondrial mass detected by MitoTracker staining or constant alteration of the mitochondrial membrane potential detected by TMRM staining caused by Atg5 deficiency at both P7 and 3 weeks of age. While p62 mediates selective degradation of autophagic cargo, it also has a role in the stress response through regulation of the Keap1-Nrf2 system that has been recognised as one of the major cellular defence mechanisms against oxidative and electrophilic stresses. It has been reported that p62 accumulation leads to activation of Nrf2, which induces many anti-oxidative genes^37^. It has also been reported that Nrf2 induces gene expression involved in anabolic pathways such as the pentose phosphate pathway^12,38^. As expected, we confirmed that p62 protein had accumulated in immature BM cells (lineage^−^c-Kit^+^) of *Atg5*^*f⁄f*^;*Vav* mice (Supplementary Fig. S7). 

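Nrf2 targets were examined in LSK cells on the P6–8 arrays. *Nqo1*, on chromosome 8 of mm9 from 109912440 to 109912499, had a log2 signal of −3.33 ± 0.18 (SD, n = 3) in control and −0.01 ± 0.97 (SD, n = 3) in *Atg5* f*/*f;*Vav* arrays. The log2 fold change was 3.32 (standard error 0.45, adjusted p = 0.0121 from limma with Benjamini-Hochberg adjustment). The *G6pd2* probe, on chromosome 5 from 62200957 to 62201016, was well above background on 1 of 3 control arrays and on 3 of 3 labelled *Atg5* f*/*f;*Vav*. Its log2 signal was −5.36, −4.89 and −4.70 on the control arrays and −3.20, −3.09 and −2.35 on the others, a difference of 2.10 (adjusted p = 0.0112 from limma) whose size depends on how signal near the detection limit is treated. *G6pdx*, the closely related gene on chromosome X, rose by 1.28 on its own probe (adjusted p = 0.0203 from limma). *Gclm*, on chromosome 3 from 121967737 to 121967796, had a log2 fold change of 1.61 (standard error 0.33, adjusted p = 0.0181 from limma). *Taldo1*, on chromosome 7 from 148588764 to 148588823, had a log2 signal of 5.39 ± 0.14 (SD, n = 3) and 6.24 ± 0.25 (SD, n = 3), a difference of 0.85 (standard error 0.16, adjusted p = 0.0165 from limma). In each of these genes the groups did not overlap. Without control replicate 1 or 2 the adjusted p was 0.051 or 0.061 for *Nqo1*, 0.0688 or 0.0736 for *Gclm*, 0.0682 or 0.0716 for *Taldo1* and 0.0705 or 0.0803 for *G6pdx*, and that of *G6pd2* was 0.057 without control replicate 2.

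**Figure D2:**
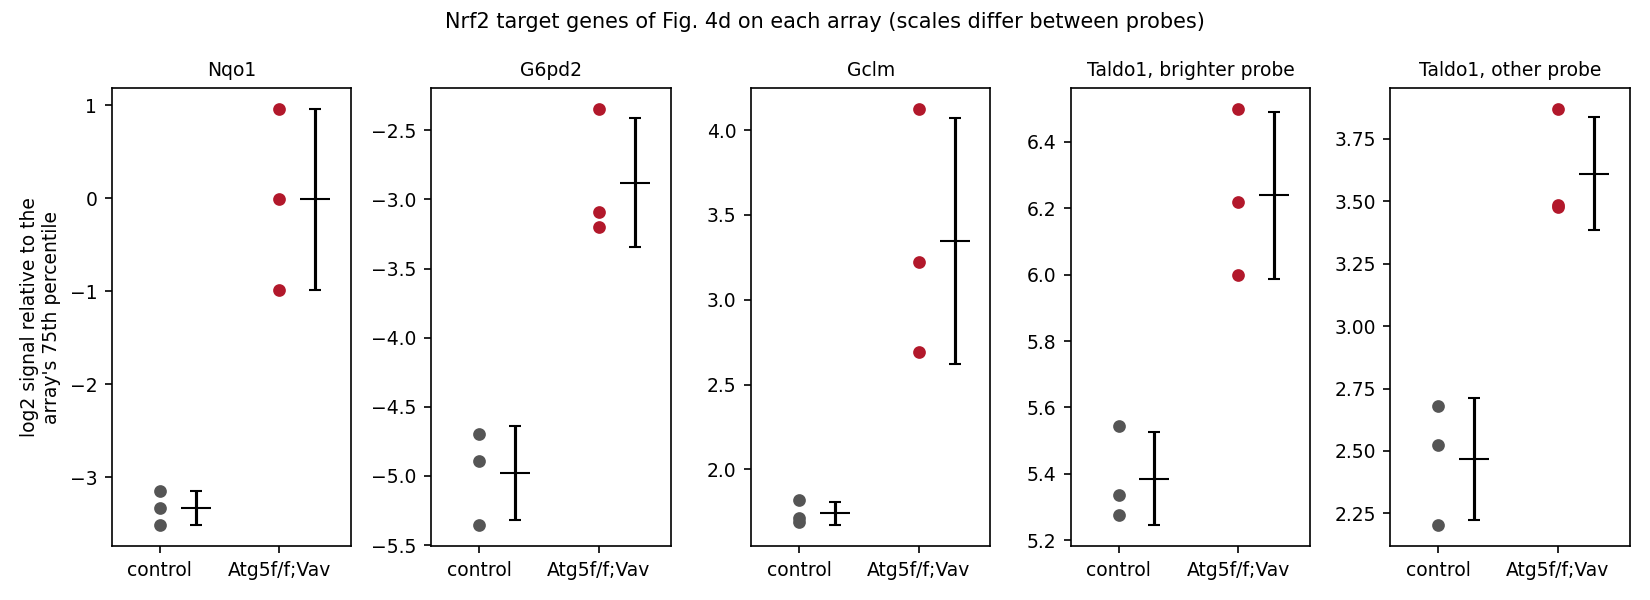
Log2 signal relative to each array's 75th percentile for *Nqo1*, *G6pd2*, *Gclm* and both probes of *Taldo1*, each point an array, each horizontal line a group mean and each vertical bar its SD. For each probe the 3 arrays labelled *Atg5* f*/*f;*Vav* lie above the 3 control arrays.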

Consistently, we found that Nrf2 target molecules, including *G6pd2* and *Taldo1* at around P7 (Fig. 4d) and *NAD(P)H dehydrogenase quinone 1* (*Nqo1*) and *glutathione S-transferase mu1* (*Gstm1*) at 7 weeks of age (Fig. 4e), were upregulated in LSK cells of Atg5-deficient mice. Furthermore, dead cells (7-AAD^+^) were increased by Atg5 (Fig. 4f). These data suggested that mitochondrial oxidative stress caused HSC damage in the neonatal stage, leading to a severe abnormality of haematopoiesis in adults as shown in Supplementary Fig. S2.

**Figure 4:**
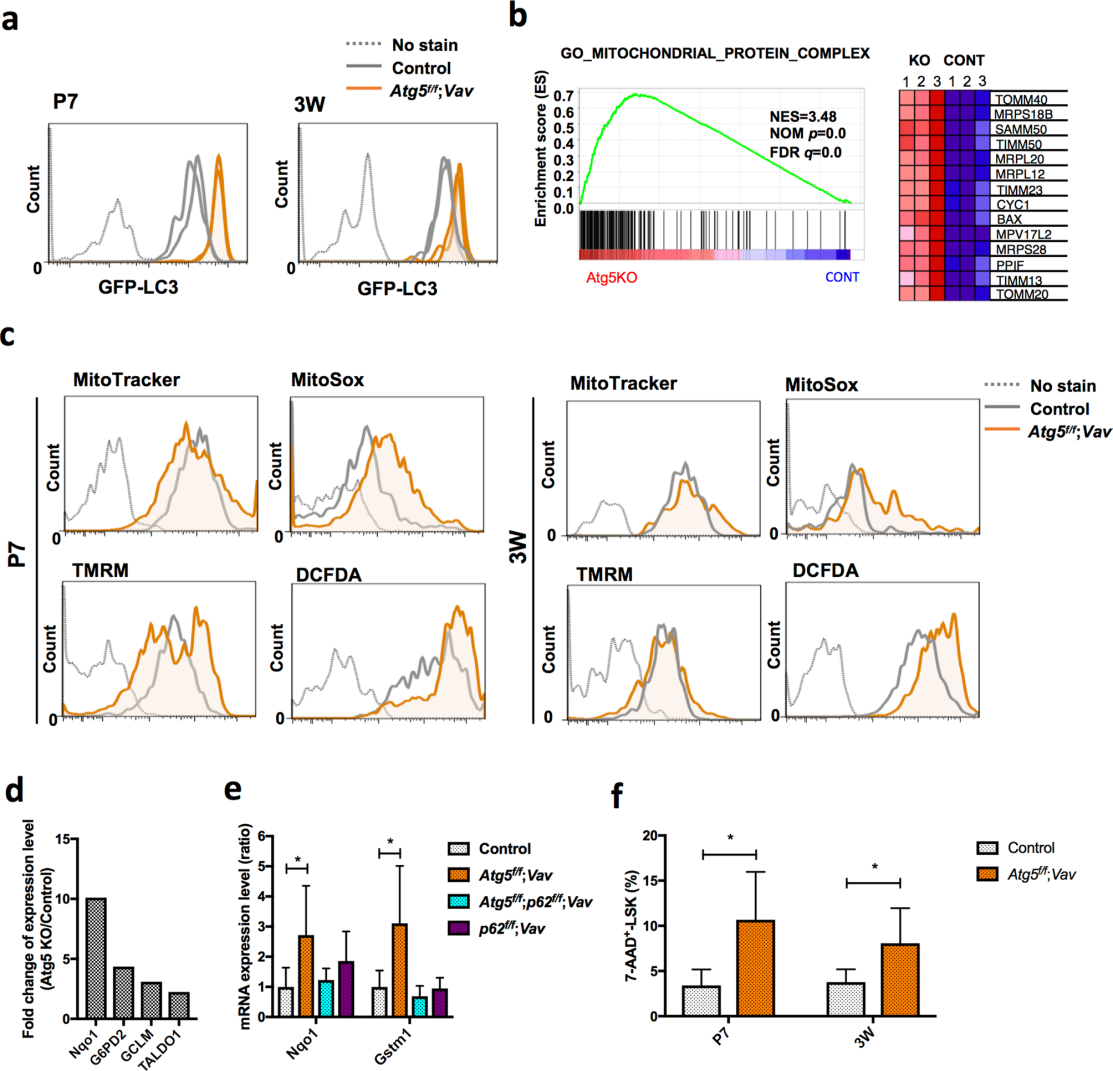
Gene expression and mitochondrial status in LSK cells from control and *Atg5*^*f*/*f*^;*Vav* mice. (**a**) Flow cytometric analysis of GFP-LC3 in LSK cells from control (*GFP-LC3*;*Atg5*^*f*/*w*^;*Vav* and *GFP-LC3*;*Atg5*^*f*/*w*^) and *GFP-LC3*;*Atg5*^*f*/*f*^;*Vav* mice at P7 and 3W. Representative data (two control and two *Atg5*^*f*/*f*^;*Vav*) from two independent experiments are shown (P7, n = 5–7; 3W, n = 3–5). (**b**) GSEA enrichment score curve for control (*Atg5*^*w*/*w*^;*Vav*) and *Atg5*^*f*/*f*^;*Vav* LSK cells analysed for the gene set associated with the mitochondrial protein complex. Heatmap of representative gene expression in the gene set is shown at the right. NES, normalised enrichment score; FDR, false discovery rate. (**c**) Flow cytometric analysis of MitoTracker green, MitoSox Red, TMRM, and DCFDA staining in LSK cells from control and *Atg5*^*f*/*f*^;*Vav* mice at P7 and 3 weeks. Representative data from at least three independent experiments are shown (n = 3–5). (**d**) Fold change of representative Nrf2-target gene expression levels upregulated in *Atg5*^*f*/*f*^;*Vav* LSK cells compared with control LSK cells from normalised microarray data. (**e**) mRNA expression levels of Nqo1 and Gstm1 in LSK cells from control, *Atg5*^*f*/*f*^;*Vav, p62*^*f*/*f*^;*Vav*, and *Atg5*^*f*/*f*^;*p62*^*f*/*f*^;*Vav* mice at 7 weeks. Data are the mean ± SD. n = 3–6. (**f**) Frequency of dead cells (7-AAD-positive cells) in LSK population from control (*Atg5*^*f*/*w*^;*Vav*) and *Atg5*^*f*/*f*^;*Vav* mice at P7 and 3W. Data are the mean ± SD (n = 4–5).

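For the enrichment score, 16090 genes were ranked by the signal-to-noise ratio between the groups on the linear normalised signal. The gene families of mitochondrial complexes, in place of the GO set, had an enrichment score of 0.749 and an NES of 3.76, positive towards the arrays labelled *Atg5* f*/*f;*Vav*. The leading edge held 177 genes. Random lists of the same size gave a positive score in 469 of 1000 permutations of gene membership, and the p of 0.00213 from this permutation test is the smallest they can give. The NES was 3.72 without the 14 genes of the heatmap in Fig. 4b.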

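Each of the 14 genes shown in the heatmap was higher in the arrays labelled *Atg5* f*/*f;*Vav*. Their log2 fold changes lay between 0.86 for *Timm50* and 1.13 for *Mrpl12*, with adjusted p values of 0.0112 to 0.0167 from limma, and all 14 also passed when adjusted over the list alone, which is not independent evidence because the study chose these genes on the same samples. Without control replicate 1 or 2, limma called 0 of the 14 genes, all of which had an unadjusted p under 0.05. A further probe of *Timm23* gave a log2 fold change of 0.02.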

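The mean normalised signal, averaged on the log2 scale, was 9.96-fold higher for *Nqo1*, 3.04-fold higher for *Gclm* and 1.81-fold higher for *Taldo1* in the arrays labelled *Atg5* f*/*f;*Vav*. For *G6pd2*, which was not well above background on most control arrays, it was 3.66-fold higher against the detection limit, and 4.36-fold higher in the deposited values. Background correction with the normexp model moved the fold change of *G6pd2* to 1.70 and that of *Nqo1* to 5.71. The other *Taldo1* probe was 2.21-fold higher. With each array left out in turn, the log2 fold change of *Nqo1* ranged from 2.83 to 3.80.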

### No restoration of haematopoietic abnormality in Atg5-deficient mice by *p62* deletion

Finally, we investigated whether p62 was involved in the phenotype of *Atg5* deletion by the Vav-Cre-loxP system. We confirmed sufficiently high efficiency of p62 deletion using this system (Supplementary Figure S1). *p62*^*f*/*f*^;*Vav-Cre* (*p62*^*f*/*f*^;*Vav*) mice appeared healthy and did not show any haematopoietic abnormalities such as anaemia or an altered distribution of lineage cells in PB (Fig. 5a,b). In BM, HSC/progenitor populations were almost comparable to the control, except for mildly reduced CMP in *p62*^*f*/*f*^;*Vav* mice at 7 weeks of age (Fig. 5c,d). Myeloid cells and lymphocytes in BM and spleen were normal (Supplementary Fig. S8). Reconstitution assays showed that the functions of p62-deficient HSCs, including self-renewal, were not impaired (Supplementary Fig. S8). Thus, p62 loss alone barely affected haematopoiesis. Hence, we assessed the effects of loss of p62 on haematopoiesis in *Atg5*^*f⁄f*^;*Vav* mice at 7 weeks of age. As shown in Supplementary Fig. S2, *Atg5*^*f⁄f*^;*Vav* mice at 7 weeks of age showed severe haematopoietic dysfunctions such as severe anaemia and leukocytopenia associated with an abnormality in balance of peripheral cell components, such as increased ratios of myeloid/B cells, compared with control (*Atg5*^*w*/*w*^;*Vav*) mice (Fig. 5a,b). In *Atg5*^*f⁄f*^;*Vav* mouse BM, in addition to reduced LT-HSCs^29,30^, significant increases of myeloid-biased multipotent progenitor (MPP) 2 and MPP3 were observed (Fig. 5c). Consistent with previous reports, granulocyte–macrophage progenitors (GMPs) were reduced significantly^30^, and common myeloid progenitors (CMPs)/megakaryocyte-erythrocyte progenitors (MEPs) were reduced similarly. Additionally, we found that mature B cells in BM were reduced drastically in *Atg5*^*f⁄f*^;*Vav* mice (Fig. 5d). In *Atg5*^*f*/*f*^;*p62*^*f*/*f*^;*Vav* mice, most haematopoietic parameters in PB, BM, and spleen appeared to be comparable with *Atg5*^*f*/*f*^;*Vav* mice (Fig. 5a–c, Supplementary Fig. S8), indicating that loss of p62 did not restore the defective haematopoiesis due to Atg5 deficiency. Interestingly, we found that *Atg5*^*f*/*f*^;*p62*^*f*/*f*^;*Vav* mice consistently exhibited more severe phenotypes, particularly in the LT-HSC population as well as proB/preB and immature B cells, suggesting that Atg5 and p62 partly support HSC functions in a collaborative manner. To investigate the roles of p62 in defective phenotypes of Atg5 deficiency, we performed reconstitution assays using *Atg5*^*f⁄f*^;*p62*^*f⁄f*^;*Vav* mice. While the repopulating capacity in all lineage was reduced significantly by Atg5 loss both in PB and BM of recipients, p62 loss did not restore it (Fig. 6a,b). Because of severe haematopoietic defects, *Atg5*^*f⁄f*^;*Vav* mice survived for 15 weeks on average, and lethality of Atg5/p62-deficient mice was also comparable to that of Atg5-deficient mice (Fig. 6c). Thus, we concluded that Atg5-dependent haematopoietic regulation during the developmental period was independent of p62. Additionally, we evaluated the effects of *p62* deletion in Atg5-deficient mice that lost *Atg5* after birth by poly (I:C) administration using the Mx1-Cre-loxP system. Consistent with a previous report^33^, *Atg5*^*f*/*f*^;*Mx1* mice showed a slight increase of GMPs, but it was largely comparable with the control for the HSC/progenitor population (Fig. 7a). In lineage cells, a slight increase of splenic myeloid cells and altered erythroid development were observed (Supplementary Fig. S9). Apart from *Atg5*^*f*/*f*^;*Vav* mice, *Atg5*^*f*/*f*^;*Mx1* mice also showed a reduction of mature B cells (Fig. 7b). These alterations were not restored by *p62* deletion (Fig. 7a,b, Supplementary Fig. S9 and S10). In summary, haematopoietic regulation by Atg5 during both developmental and adult periods was independent of p62.

**Figure 5:**
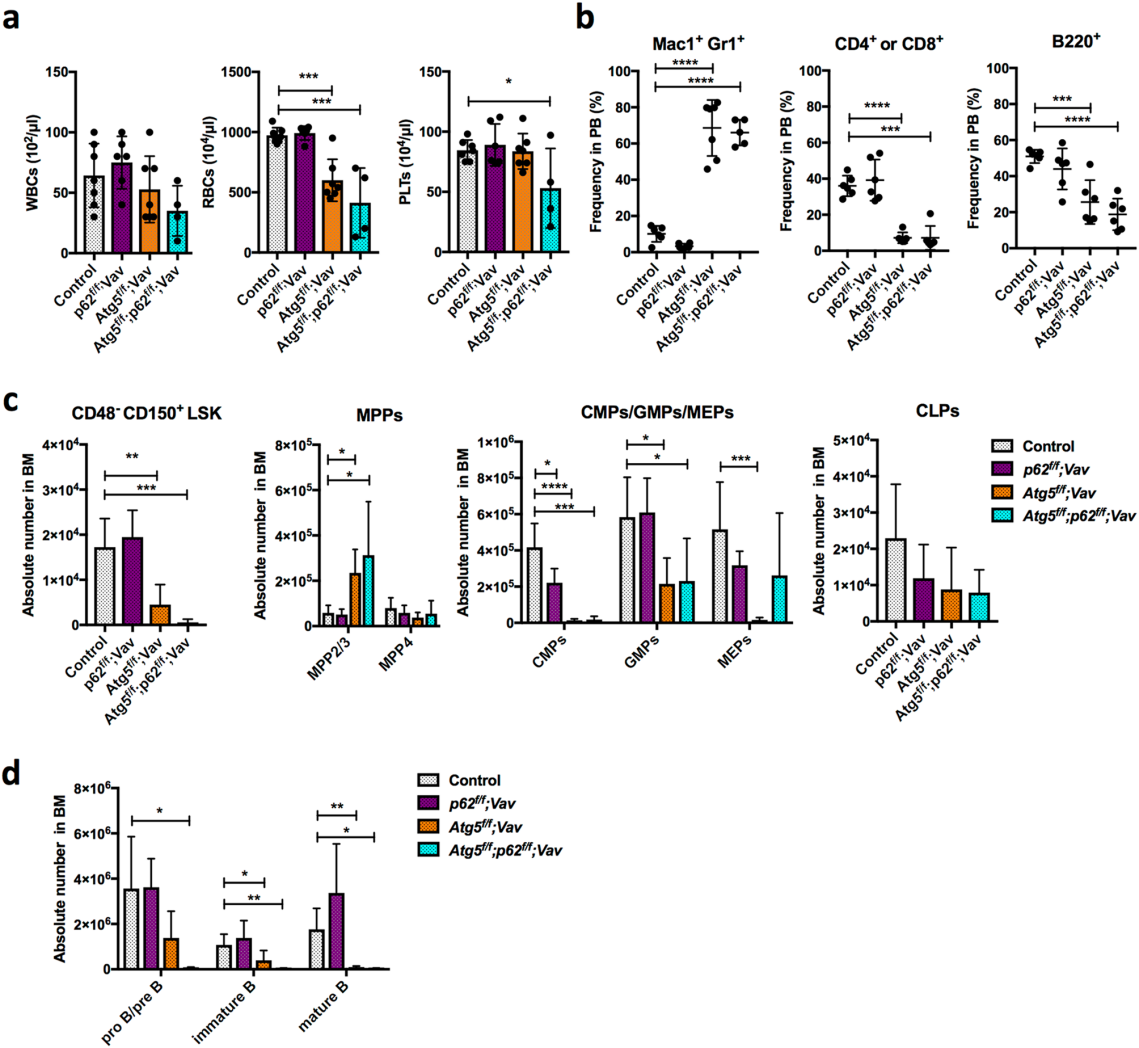
Comparative analysis of PB and BM cells from control, *p62*^*f*/*f*^;*Vav*, *Atg5*^*f*/*f*^;*Vav*, and *Atg5*^*f*/*f*^;*p62*^*f*/*f*^;*Vav* mice. (**a**) Counts of white blood cells (WBCs), red blood cells (RBCs), and platelets (PLTs) in PB. Data are the mean ± SD (n = 4–7). Each dot indicates values of individual mice. (**b**) Frequencies of myeloid cells (Mac1^+^Gr-1^+^), T cells (CD4^+^ or CD8^+^), and B cells (B220^+^) in PB. Data are the mean ± SD (n = 3–7). Horizontal line indicates the mean of values. (**c**) Absolute numbers of CD48^−^CD150^+^LSK cells, multipotent progenitors (MPPs; MPP2/3 and MPP4), common myeloid progenitors (CMPs), granulocyte macrophage progenitors (GMPs), megakaryocyte erythrocyte progenitors (MEPs), and common lymphoid progenitors (CLPs) in BM. Data are mean ± SD (n = 4–8). (**d**) Absolute numbers of mature B (CD43^−^B220^hi^IgM^+^), immature B (CD43^−^B220^lo^IgM^+^), and pro B/pre B (CD43^−^B220^lo^IgM^−^) cells in BM. Data are the mean ± SD (n = 3–6).

**Figure 6:**
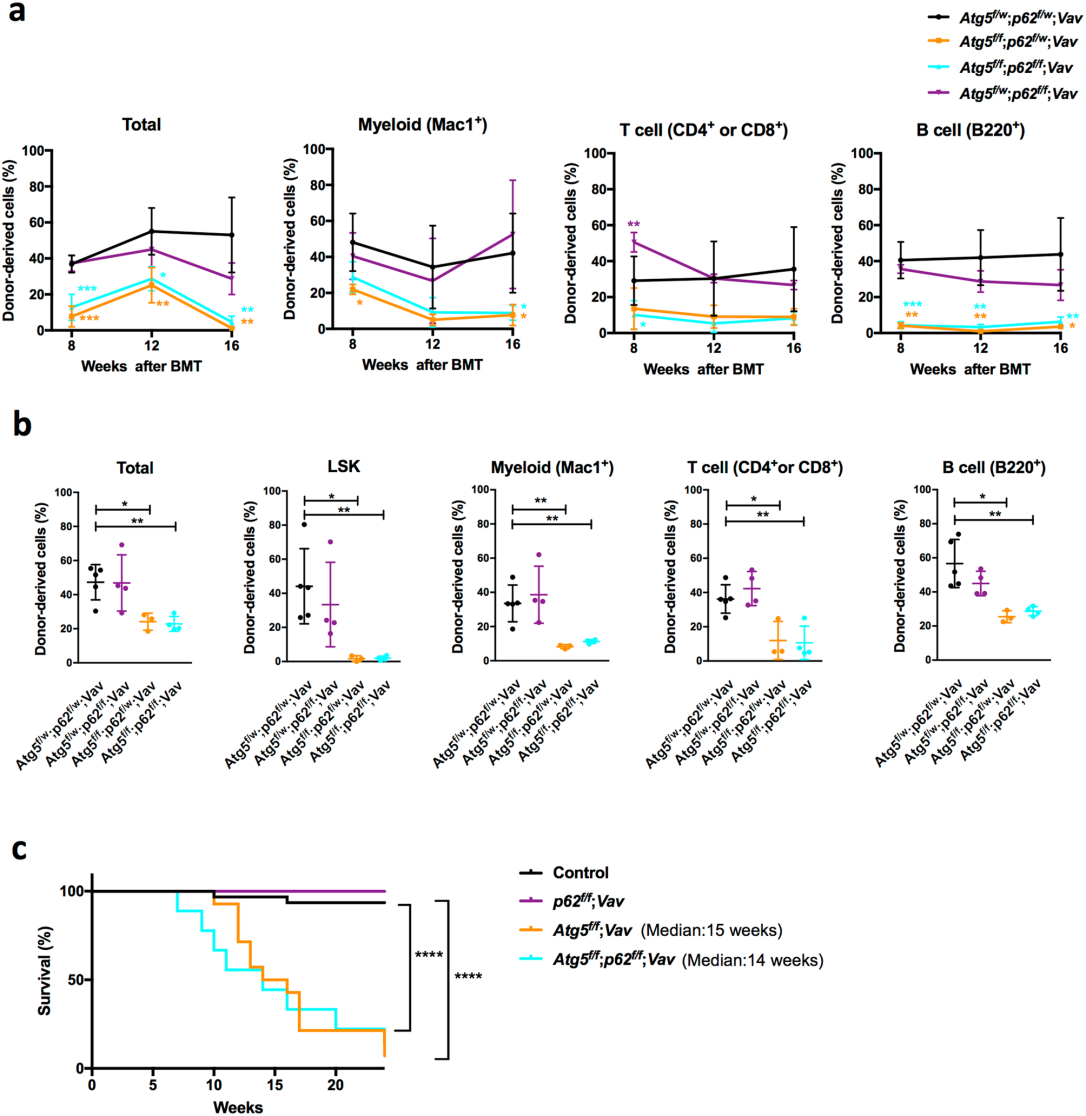
Competitive reconstitution analysis and survival assay. (**a**,**b**) Competitive reconstitution analysis of BM cells from *Atg5*^*f*/*w*^;*p62*^*f*/*w*^;*Vav*,*Atg5*^*f*/*f*^;*p62*^*f*/*w*^;*Vav*,*Atg5*^*f*/*f*^;*p62*^*f*/*f*^;*Vav*, and *Atg5*^*f*/*w*^;*p62*^*f*/*f*^;*Vav* mice at 3 weeks. (**a**) Frequencies of donor-derived cells among total cells and lineage cells in PB were analysed 8–16 weeks after transplantation. Data are the mean ± SD (n = 3–5). (**b**) Frequencies of donor-derived cells among total, LSK, myeloid, T, and B cells in BM were analysed 16 weeks after transplantation. Data are the mean ± SD (n = 3–5). Horizontal line indicates the mean of values. (**c**) Survival curve of control (n = 31), *p62*^*f*/*f*^; *Vav* (n = 6), *Atg5V*; *Vav* (n = 13), and *Atg5*^*f*/*f*^; *p62*^*f*/*f*^; *Vav* (n = 9) mice.

**Figure 7:**
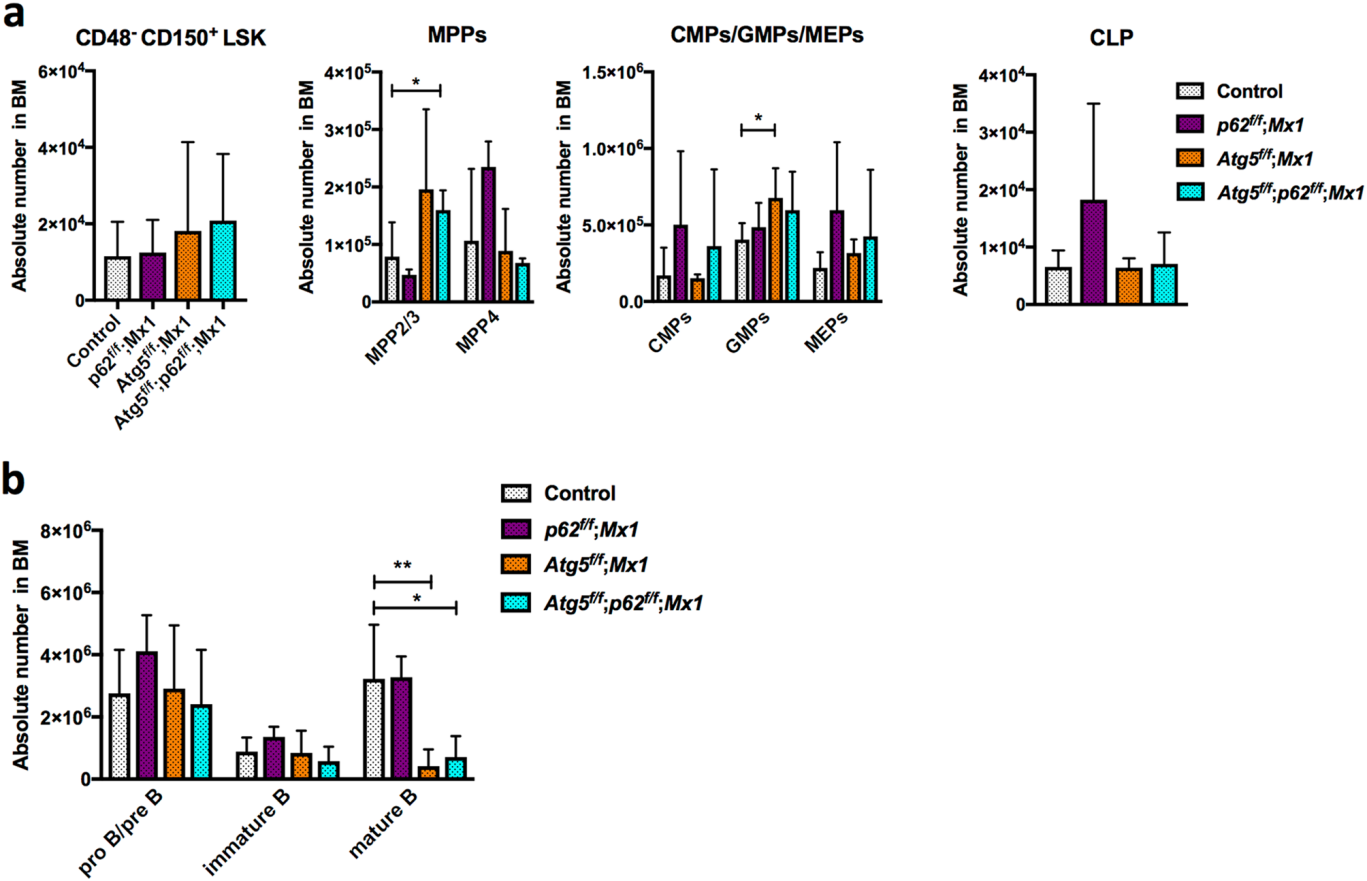
Comparative analysis of HSCs, progenitors, and B cells in BM from control, *p62*^*f*/*f*^; *Mx1*, *Atg5*^*f*/*f*^; *Mx1*, and *Atg5*^*f*/*f*^; *p62*^*f*/*f*^; *Mx1* mice. (**a**) Absolute numbers of CD48^−^CD150^+^LSK cells, multipotent progenitors (MPPs; MPP2/3 and MPP4), common myeloid progenitors (CMPs), granulocyte macrophage progenitors (GMPs), megakaryocyte erythrocyte progenitors (MEPs), and common lymphoid progenitors (CLPs) in BM. Data are the mean ± SD (n = 4–7). (**b**) Absolute numbers of mature B (CD43^−^B220^hi^IgM^+^), immature B (CD43^−^B220^lo^IgM^+^), and pro B/pre B (CD43^−^B220^lo^IgM^−^) cells in BM. Data are the mean ± SD (n = 5–7).

## Discussion

In mice, primitive haematopoiesis begins in blood islands of the yolk sac at E7, followed by the switch from primitive to definitive haematopoiesis at E10 and 11. At the beginning of the perinatal period, the liver is still a source of extra-medullary haematopoiesis, and then the BM eventually takes over^39^. During the perinatal period, foetal and neonatal development and maturation are deeply affected by environmental conditions such as oxidative stress, nutritional stress, and microbial infection. Although it has been demonstrated that autophagy plays a critical role in development and aging of HSCs, the importance of autophagy in perinatal HSCs, especially during the neonatal period, has not been revealed. Based on this study, we propose a critical role of autophagy in protection of HSCs against harsh environments in the early neonatal stage, which is essential for healthy long-term haematopoiesis. The perinatal period is accompanied by dramatic environmental changes in both oxidative stress and nutritional conditions, which may affect autophagic activity. Because the transplacental nutrient supply is suddenly interrupted at birth, neonates have stress due to starving until milk feeding. Foetal life evolves under a hypoxic condition, but it provides comfortable environments for development of organs. During foetal-to-neonatal transition, asphyxia is characterised by periods of severe hypoxia that may evolve to ischemic organ impairment. In another aspect of oxygen, foetal-to-neonatal transition may cause “relative hyperoxia”. In both cases, oxidative stress occurs in neonatal tissues. Although it is unclear which factors activate autophagy, it is assumed that autophagy is important for survival of HSCs against specific harsh neonatal environments. To understand the neonatal period better, we analyzed public RNA-seq data from wild type neonatal (P7) HSCs (CD48^-^CD150^+^Lineage^-^Sca-1^+^c-Kit^-^) and adult HSCs deposited in GEO (GSE128762)^40^. We found that expression of many genes involved in glucose and glutamine metabolisms, mitochondria, and redox regulation varied significantly between at P7 and adult mice. The expression levels of most of these genes are significantly lower in neonatal HSCs compared with those in adult HSCs (Supplementary Fig. S11). It has been reported that the metabolism and redox regulation are closely related to the regulation and maintenance of HSCs in adults^41–43^. Mitochondria, a dynamic organelle in which many metabolic processes occur, also have critical roles in maintenance of HSCs^44^. The lower expression of these genes in HSCs during neonatal period suggest that the protective system of HSCs against metabolic stress may be somewhat different among the developmental stages, and that survival of neonatal HSCs may be highly dependent on autophagy. Additional analysis is needed to understand the stage-specific roles of autophagy.

Further understanding of the roles of autophagy in neonates may uncover novel pathophysiological insights of disease that caused by autophagy-related abnormalities in the neonatal period. One such insight may be the mitochondrial behaviour of HSCs. Accumulating evidence has shown that HSCs with increased and active mitochondria have loss of haematopoietic functions such as the reconstitution ability^45–47^. In our study, alteration of the TMRM level was not apparent at P7 and 3 weeks of age, although an increased mitochondrial mass, TMRM level, and mitochondrial ROS were observed at 7 weeks (Supplementary Fig. S12) consistent with previous data^30^. Although we do not have clear evidence of the roles of oxidative stress in defective phenotypes of HSCs in *Atg5*^*f*/*f*^;*Vav* mice, we assume that the functional change of mitochondria may occur at the perinatal stage. Further analysis will be needed to understand the molecular mechanism.

In this study, we focused on the role of p62 in autophagy-dependent anti-oxidative effects on HSCs. p62 is a signalling hub that interacts with various partners. Previous functional analyses of p62 knockout (*p62*^*−⁄−*^) mice indicated that the main phenotype of the mice is obesity^48^. *p62*^*−⁄−*^ mice do not show haematopoietic failure for up to 6 months after birth or transplantation^49^. Consistently, our analysis of *p62*^*f*/*f*^;*Vav* mice showed that the haematopoietic stem cells were normal and their reconstitution ability were maintained (Fig. 5c and Supplementary Fig. S8). Because it has been reported that p62 is required for amino acid sensing via the mTOR pathway^50^, p62 might play a critical role in the protective response to abnormalities in amino acid levels. Additionally, we analysed Atg5/p62-deficient HSCs. *p62* ablation suppresses the hepatic phenotype, but not affect the neuronal defect caused by autophagy^10–12^. This study clarified that p62 was not the cause of the severe functional decline of VavCre-mediated Atg5-deficient HSCs. 

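A wider list of 30 Nrf2 targets, of which the arrays measured 28, was examined in LSK cells from mice at P6–8. In the arrays labelled *Atg5* f*/*f;*Vav*, 19 of these genes were higher, and the median log2 fold change was 0.56. Over all probes tested, 16 genes of the list passed the threshold as higher and 3 as lower, against 18 and 5 when adjusted over the list alone. After *Nqo1*, the largest rise was that of *Blvrb* with 2.39, and the largest falls were those of *Ephx1* with −1.60, *Gstm1* with −0.78 and *Osgin1* with −0.74. The list test camera from limma gave p = 0.00459 with a preset correlation between genes of 0.01 and p = 0.261 with the correlation estimated from the arrays, and fry gave p = 0.00914. Without the genes of Fig. 4d the remaining 24 had a median of 0.54. For these, limma's camera gave p = 0.0529 with the preset correlation and 0.32 with the estimated one, and fry gave p = 0.013. From the mitochondrial genes and Nrf2 targets it reports, together with mitochondrial ROS, PCR at 7 weeks and dead cells (Fig. 4), which were not analysed here, the paper proposes that mitochondrial oxidative stress damaged HSCs in the neonatal stage.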

Although p62 accumulated and induced Nrf2-targeted gene expression in HSCs derived from *Atg5*^*f*/*f*^;*Vav* mice (Supplementary Fig. S7 and Fig. 4d,e), the gene induction was not remarkable compared with Atg5-deficient hepatic cells^12^. Because autophagy has pleiotropic roles in haematopoiesis, we also analysed other haematopoietic cells in addition to HSCs. For example, we found severe impairment of B cell development in *Atg5*^*f*/*f*^;*Vav* mice, which was consistent with the phenotype of B cell-specific Atg5-deficient mice^23^, but p62 loss did not rescue it. *Atg5*^*f*/*f*^;*Mx1* mice also showed impairment of B cell development, but the phenotype was much more milder than that of *Atg5*^*f*/*f*^;*Vav* mice. p62 loss did not rescue impaired B cell development in *Atg5*^*f*/*f*^;*Mx1* mice. In some cases, concomitant deletion of *p62* worsens the phenotype of Atg5 loss, suggesting that p62-mediated pathways collaborate with autophagy for proper HSC development. One possibility is that p62 may have a protective role mediating mTOR signalling under autophagy-deficient conditions. It has been reported that p62 interacts with mTORC1 components Raptor and Rags, and mediates amino acid sensing^50^. mTORC1 has an essential role in HSC functions in vivo^51,52^. Because p62 deficiency did not cause apparent haematopoietic abnormalities except for a mild reduction of CMP, autophagy and p62 may act synergistically for HSC functions, at least in part. Further analysis is needed to understand how HSCs normally develop in the harsh environment during the neonatal period.

In conclusion, we demonstrated that autophagy plays a critical role in protecting neonatal HSCs from oxidative stress in a p62-independent manner. Our findings provide novel insights regarding a critical role of autophagy in protection of HSCs against harsh environments in the early neonatal stage, which is essential for healthy long-term haematopoiesis in adults.

## Materials and methods

### Mice

*Atg5*^*flox*/*flox*^ (*Atg5*^*f*/*f*^) mice^53^ were bred with *Vavi-Cre*^54^ (Charles River Laboratories Japan Inc.,) or *Mx1-Cre*^55^ transgenic mice to obtain *Atg5*^*f*/*f*^;*Vavi-Cre* (*Atg5*^*f*/*f*^;*Vav*) and *Atg5*^*f*/*f*^;*Mx1-Cre* (*Atg5*^*f*/*f*^;*Mx1*) mice, respectively. *p62*^*flox*/*flox*^ (*p62*^*f*/*f*^)^56^ mice were bred with *Atg5*^*f*/*f*^;*Vav* and *Atg5*^*f*/*f*^;*Mx1* mice to obtain *Atg5*^*f*/*f*^;*p62*^*f*/*f*^*;Vav* and *Atg5*^*f*/*f*^;*p62*^*f*/*f*^;*Mx1* mice. *Atg5*^*f*/*f*^ mice were bred with *Rosa26-CreER*^*T2*^^57^ to obtain *Atg5*^*flox*/*flox*^;*Rosa26-CreER*^*T2*^ (*Atg5*^*f*/*f*^;*Rosa*) mice. *Atg5*^*flox*/*wild*^;*Rosa26-CreER*^*T2*^ (*Atg5*^*f*/*w*^;*Rosa*) mice were administrated tamoxifen to delete the floxed *Atg5* gene. *Atg5*^*−*/*w*^;*Rosa* mice were bred with *Atg5*^*f*/*w*^;*Rosa* or *Atg5*^*f*/*f*^;*Rosa* to obtain *Atg5*^*f*/*−*^;*Rosa* mice. *Atg5*^*f*/*f*^;*Vavi-Cre* mice were bred with CAG-GFP-LC3 mice (RBRC00806, provided by RIKEN BRC through the National BioResource Project of the MEXT/AMED, Japan) to obtain *GFP-LC3*;*Atg5*^*f*/*f*^;*Vavi-Cre* mice. Genotyping was performed on tail or PB genomic DNA. PCR primers were as follows:

*Atg5* WT/floxed/deleted alleles, 5′-ATGGTGTCTCCCACATCAGTTAGC-3′, 5′-CCAATACACAGGGTACACTGAAGG-3′, 5′-AGTGAAGGAGTGGAAAGTAGTGGG-3′; *p62* WT/floxed/deleted alleles, 5′-AGGCTGGCACAGTGAATCTT-3′, 5′-TCTGTGTCCTCCTAGCTTCT-3′, 5′-TCAATTCCCAGTACTGGAGG-3′; *Vav-iCre*, 5′-AGATGCCAGGACATCAGGAACCTG-3′, 5′-ATCAGCCACACCAGACACAGAGATC-3′; *Mx1-Cre*^58^, 5′-TCCCAACCTCAGTACCAAGC-3′, 5′-ATTCTCCCACCGTCAGTACG-3′; *Rosa26-Cre-ER*^*T2*^, 5′-AAAGTCGCTCTGAGTTGTTAT-3′, 5′-CCTGATCCTGGCAATTTCG-3′; *GFP-LC3*, 5′-ATAACTTGCTGGCCTTTCCACT-3′, 5′-CGGGCCATTTACCGTAAGTTAT-3′, 5′-GCAGCTCATTGCTGTTCCTCAA-3′.

For Mx1-Cre-mediated deletion, 4-week-old mice were injected intraperitoneally three times 2 days apart with 400 μg poly (I:C) (Sigma-Aldrich). Mx1-Cre mice were analysed at 4 weeks after poly (I:C) administration. For *Rosa26-Cre-ER*^*T2*^ mediated deletion, P5 neonates were injected intraperitoneally with 0.5 mg tamoxifen. The mice were analysed at 8–12 months after tamoxifen administration. To determine gene deletion efficiency, colony PCR was conducted. Sorted LSK cells were cultured in Methocult GF M3434 (STEMCELL Technologies) and single cell-derived colonies were picked up. Cells were suspended in 0.01 M Tris–HCl (pH 8.0) containing proteinase K (200 μg/ml) and incubated for 90 min at 56 °C and then for 10 min at 90 °C. DNA was obtained and analysed by PCR.

Male and female mice were used equally in all experiments. In experiments using *Atg5*^*f*/*f*^;*Vav* mice, *Atg5*^*f*/*w*^;*Vav*, *Atg5*^*w*/*w*^;*Vav* and *Vav*-negative littermates (*Atg5*^*f*/*f*^ and *Atg5*^*f*/*w*^) were used equally as controls unless otherwise specified in figure legends. In experiments using *Atg5*^*f*/*f*^;*p62*^*f*/*f*^;*Vav* mice, *Atg5*^*f*/*w*^;*p62*^*f*/*w*^;*Vav*, *Atg5*^*f*/*w*^;*p62*^*w*/*w*^;*Vav*, *Atg5*^*w*/*w*^;*p62*^*f*/*w*^;*Vav*, *Atg5*^*w*/*w*^;*p62*^*w*/*w*^;*Vav*, and *Vav-*negative littermates were used equally as controls unless otherwise specified in figure legends. In experiments using *Atg5*^*f*/*f*^;*Rosa* and *Atg5*^*f*/*−*^;*Rosa* mice, *Atg5*^*f*/*w*^;*Rosa* and *Atg5*^*w*/*w*^;*Rosa* littermates were used as controls. In experiments using *Atg5*^*f*/*f*^;*Mx1* mice, *Atg5*^*f*/*w*^;*Mx1* and *Atg5*^*f*/*f*^ littermates were used as controls unless otherwise specified in figure legends. In experiments using *Atg5*^*f*/*f*^;*p62*^*f*/*f*^;*Mx1* mice, *Atg5*^*f*/*w*^;*p62*^*w*/*w*^;*Mx1*, *Atg5*^*w*/*w*^;*p62*^*w*/*w*^;*Mx1*, and *Mx1*-negative littermates were used equally as controls. All animal experiments were approved by the Committee on Animal Experimentation of Kanazawa University, and performed in accordance with the Guidelines for Animal and Recombinant DNA Experiments of Kanazawa University.

### Haematological analysis

PB was collected from the postorbital vein and suspended in a heparin solution. Complete blood count analysis was performed using a Celltac alpha (Nihon Kohden). Before antibody staining and DNA extraction, erythrocytes were lysed with ammonium chloride. BM cells were obtained from femoral and tibial bones of hind legs by flushing the BM cavity. If necessary, isolation of mononuclear cells by density gradient centrifugation using Lymphoprep (Axis-Shield) was conducted. BM cells were stained with antibodies for flow cytometric analysis or used for transplantation.

### Flow cytometry

PB and BM cells were stained with monoclonal rat anti-mouse antibodies recognising each marker. Fc-block (BD Biosciences) was used to block non-specific binding of antibodies to Fcγ receptor. To stain HSCs, a mixture of biotinylated antibodies for lineage cells, streptavidin-APC780 (eBioscience), anti-c-Kit-APC (BD Biosciences), anti-Sca1-PECy7 (BD Biosciences), anti-CD48-FITC (BD Biosciences), and anti-CD150-PE (BioLegend) antibodies were used. To stain HSCs from mice at < 4 weeks of age, biotinylated anti-Gr-1 (eBioscience), anti-Ter119 (eBioscience), anti-IL7R (BD Biosciences), anti-B220 (eBioscience), anti-CD4 (eBioscience), and anti-CD8 (eBioscience) antibodies were used for lineage cell staining. To stain HSCs and progenitors (MPPs, CMP/GMP/MEPs, and CLPs) from mice at ≥ 4 weeks of age, the biotinylated anti-Mac-1 (eBioscience) antibody was added to the biotinylated antibody mixture for lineage cells. To stain MPPs, an anti-CD135-BV421 (BD Biosciences) antibody was combined with HSC-staining antibodies. For CMP/GMP/MEP staining, the mixture of biotinylated antibodies for lineage cells, streptavidin-APC780 (eBioscience), anti-c-Kit-APC (BD Biosciences), anti-Sca1-PECy7 (BD Biosciences), anti-FcγR-PE (BD Biosciences), and anti-CD34-FITC (BD Biosciences) antibodies were used. For CLP staining, the mixture of biotinylated antibodies for lineage cells except for IL7R, streptavidin-APC780 (eBioscience), anti-c-Kit-APC (BD Biosciences), anti-Sca1-PE (BD Biosciences), and anti-IL7R-PECy7 (eBioscience) antibodies were used. To analyse B cell development, biotinylated anti-CD43 (eBioscience), streptavidin-APC780 (eBioscience), anti-B220-FITC (BD Biosciences), and anti-IgM-APC (BD Biosciences) antibodies were used. For myeloid cell staining, anti-Mac1-FITC (BD Biosciences), anti-Gr-1-PE (eBioscience), or anti-Gr-1-PECy7 (eBioscience) antibodies were used. For lymphoid cell staining, anti-B220-FITC (BD Biosciences) or anti-B220-PECy7 (eBioscience), anti-CD4-APC (BD Biosciences), anti-CD8-APC (BD Biosciences), or anti-CD8-PE (BD Biosciences) antibodies were used. For erythroid cell staining, anti-Ter119-PE (BD Biosciences) and anti-CD71-FITC (eBioscience) antibodies were used. For LSK chimerism analysis, biotinylated antibodies for lineage cells, streptavidin-APC780 (eBioscience), anti-c-Kit-APC (BD Biosciences), anti-Sca-1PECy7 (BD Biosciences), anti-CD45.1-PE (BD Biosciences), and anti-CD45.2-FITC (BD Biosciences) antibodies were used. For myeloid chimerism analysis, anti-Mac-1APC (eBioscience), anti-Gr-1-PECy7 (eBioscience), anti-CD45.1-PE (BD Biosciences), anti-CD45.2-FITC (BD Biosciences), or anti-Mac1-PB (BioLegend), anti-Gr-1APC (BD Biosciences), anti-CD45.1-PE (BD Biosciences), and anti-CD45.2-FITC (BD Biosciences) antibodies were used. For lymphoid chimerism analysis, anti-B220-PECy7 (eBioscience) or anti-B220-PB (BD Biosciences), anti-CD4-APC (BD Biosciences), anti-CD8-APC (BD Biosciences), anti-CD45.2-FITC (BD Biosciences), and anti-CD45.1-PE (BD Biosciences) antibodies were used. Stained cells were washed with PBS containing 5% FCS, and dead cells were stained with 7-AAD (BD Biosciences). Samples were analysed using a FACSCanto II, FACSLyric, or FACSAria II/III (Becton Dickinson).

### Transplantation

For BM cell transplantation, donor (CD45.2) whole BM cells (1 × 10^6^/recipient) were mixed with competitor (CD45.1) whole BM cells (1 × 10^6^/recipient) and transplanted into lethally irradiated (9 Gy) recipient (CD45.1) mice through the tail vein. Donor-derived cells were recognised by CD45.2 expression.

### Western blotting

c-Kit^+^Lin^−^ cells (5 × 10^6^) were sorted by a FACSAria II and lysed with RIPA buffer (25 mM Tris–HCl, 150 mM NaCl, 1% sodium deoxycholate, 0.1% SDS, and 1% NP40) supplemented with Complete Mini (Roche). After mixing with SDS Sample buffer, proteins were denatured by boiling. Denatured proteins were separated on a 15% acrylamide gel and then transferred to a PVDF membrane. After blocking with 5% dry skim milk in PBST, blots were incubated with Abs against ATG5 (Novus Biologicals)^59^, p62 (Abnova)^60^, LC3 (Nanotools)^61^, and β-actin (Sigma-Aldrich)^62^. Immunocomplexes were then labelled with a HRP-conjugated anti-mouse, or with anti-rabbit antibodies, and visualised using ECL Prime Western Blotting Detection Reagent (GE Healthcare) with an ImageQuant LAS 4000 (GE Healthcare). To detect different proteins in the same membrane, conjugated antibodies were removed using stripping solution (62.5 mM Tris–HCl, pH = 6.8, 2% SDS, and 0.7% β-mercaptoethanol) by gently shaking for 50 min at 50 °C. After washing with PBST, blocking and antibody reactions were carried out.

### Intracellular ROS and mitochondrial analyses

Collected BM cells were stained with antibodies (biotinylated antibodies for lineage cells, streptavidin-APC780, c-Kit-APC, and Sca1-PECy7). After the antibody staining, the cells were mixed and reacted with Mitotracker Green, tetramethylrhodamine (TMRM; Thermo Fisher Scientific), Mitosox Red (Thermo Fisher Scientific), or CM-H2CDCFDA (2′,7′-dichlorodihydrofluorescein diacetate; Thermo Fisher Scientific). Cells were then washed and analysed by the FACS Canto II or FACsLyric.

### Quantitative PCR

LSK cells were sorted by fluorescence-activated cell sorting and collected by centrifugation. RNA was extracted with a RNeasy Mini Kit (Qiagen) and cDNA was synthesised with a QuantiTect Reverse Transcription Kit (Qiagen). The cDNA was used for real time PCR with TB green (Takara). PCR primers were as follows:

*Nqo1*^12^, 5′-AGTACAATCAGGGCTCTTCTCG-3′, 5′-AGCGTTCGGTATTACGATCC-3′; *Gstm1*^12^, 5′-CTACCTTGCCCGAAAGCAC-3′, 5′-ATGTCTGCACGGATCCTCTC-3′; *Actb*, 5′-CCTCTATGCCAACACAGTGC-3′, 5′-CCTGCTTGCTGATCCACATC-3′.

### Microarray and gene set analyses

BM cells of *Atg5*^*f*/*f*^;*Vav* and *Atg5*^*w*/*w*^;*Vav* mice were collected and LSK cells were stained as described above. LSK cells (> 1 × 10^4^ cells) were sorted directly into TRIzol (Invitrogen). Subsequent sample preparation and analysis were carried out by Hokkaido System Science. Details are shown in a previous report^62^. 

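Among 674 Reactome pathways with 15 to 500 genes measured, camera with Benjamini-Hochberg adjustment called 308 higher and 11 lower in the arrays labelled *Atg5* f*/*f;*Vav*. Mitochondrial translation elongation ranked first, with 82 genes and a median log2 fold change of 0.67 (adjusted p = 7.22e-18 from limma's camera). Respiratory electron transport ranked 29 with a median of 0.57 (adjusted p = 1.03e-13 from limma's camera). With the correlation between genes estimated from the arrays, camera called 0 pathways, 1 of them having an unadjusted p under 0.05, and fry called 410. The other 9 splits of the arrays into 3 and 3, which mix the groups, gave 0 to 306 pathways with the preset correlation.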

Normalised expression data were examined by Gene Set Enrichment Analysis (GSEA) v4.0.1 software (Broad Institute) using the GO gene set. The number of permutations was set to 1000.

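The paper's text does not name what was permuted. When the sample labels were permuted in place of gene membership, the 20 arrangements of the labels gave an NES of 1.29 and a permutation p of 0.1, the smallest that 3 arrays against 3 allow. On the log2 scale the NES of the mitochondrial gene families was 2.64, and for the 208 genes of 4 Reactome sets on mitochondrial translation, import and respiration it was 3.66.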

### Statistical analysis

Unless indicated otherwise, data are shown as the mean ± SD. Dots on bar graphs indicate values of individual mice. Statistical differences between groups were determined by the Student’s unpaired t-test using Prism 5 software (GraphPad). *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. In survival assays, statistical differences between groups were determined by the Mantel-Cox test.

### Data availability

The accession number for the microarray data in this study is GEO: GSE153613.

## Supplementary information

Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

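Gene expression was measured in LSK cells sorted from control (*Atg5* w*/*w;*Vav*) and *Atg5* f*/*f;*Vav* mice at P6–8, in 3 samples per group, on 1-colour Agilent microarrays with 60-mer probes designed on mm9. The authors' scanner files hold 1 intensity per spot, background-corrected and detrended by Agilent Feature Extraction 12.0.3.1, without scaling between arrays. The deposited table holds a normalised signal on a linear scale. The ratio of intensity to deposited signal was checked within each array and varied by at most 0.000267%, and to 3 significant digits it equals the array's 75th percentile over all 62976 spots. No further filter had been applied to either kind of file.

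From the scanner files, log2 intensity was taken minus each array's 75th percentile over the 59305 spots that are not controls. Outlier-flagged spots (64 to 81 per array) were left out, and no spot was saturated. Probes well above background on at least 3 of 6 arrays were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 2-sided), with Benjamini-Hochberg adjustment over all 32074 probes and a threshold of 0.05. The 75th percentile of intensity was 656.8, 651.7 and 746.2 on the control arrays and 881.4, 698.4 and 620.3 on the arrays labelled *Atg5* f*/*f;*Vav*. Depth cannot be counted on arrays, and their number limits the precision. The groups follow the sample labels, and slide row follows the groups.

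Genes were represented by the probe with the highest mean signal. GSEA was computed on the linear signal with the signal-to-noise ratio, a floor on the SD of 0.2 of the mean, a weight of 1 and 1000 permutations of gene membership. The GO gene set was not used here, and gene families named by symbol took its place. Lists were tested with camera (preset correlation of 0.01, or estimated) and fry from limma. The choices and alternatives described here were made before the data were examined, apart from what is marked as later. The lists were the mitochondrial protein complexes and their families, genes encoded by the mitochondrial genome, the cytosolic ribosome, the proteasome, ribosome biogenesis, proliferation, Nrf2 targets, mitochondrial and antioxidant enzymes, autophagy, p53 targets, targets of the integrated stress response, erythroid, neutrophil, macrophage, B cell, T and NK cell, megakaryocyte, and mast cell and eosinophil markers, stem cell markers, multipotent progenitor markers, Y-linked genes and interferon-induced genes. Lists of myeloid progenitor, erythroid progenitor, stromal, neutrophil granule and globin genes were added later. Of 16090 genes, 14404 were matched to the pathway identifiers by symbol, 716 by synonym and 46 by accession, and 924 were unmatched. Pathways with 15 to 500 measured genes were scanned. For the matched random lists, 10000 lists of the same size were drawn from genes in the same bins of signal, probe GC content and probe position.

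The genes named are those the paper names for the microarray, *Gstm1* and *Sqstm1*, the 5 probes with the largest rise and the 5 with the largest fall among those past the threshold, detected on all 6 arrays and without overlap between groups, and at most 3 members each way of a tested list. The alternatives were normexp background correction (offset 50), quantile normalisation, a 75th percentile over probes detected on all arrays, the deposited values, no filter on dim probes, a filter on all 6 arrays, outlier-flagged spots kept, eBayes with an intensity trend, the methods' t-test, the replicate number as a block, each array left out, the mean of all probes of a gene, other ranking metrics, permuted sample labels, the other list tests, Reactome sets, and lists without the genes of Fig. 4b or Fig. 4d. A slide or scan block could not be fitted because all arrays shared 1 slide and 1 scan.

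The steps were tested on simulated data for the comparison of 3 arrays against 3, with 200 of 32066 probes changed. Limma recovered 47 of 100 probes changed by 1 and 84 of 100 changed by 2 on the log2 scale, with 4 false calls, and the methods' t-test recovered 17 and 49, with 1 false call. Among 100 unchanged lists, camera called 1 and fry 10. GSEA called 2 of 20 unchanged lists. The probes were simulated independently of each other, so these lists cannot test whether camera's preset correlation is adequate for the arrays. The share of probes changed was also far below the 34.4% called on the real arrays, so the recovery need not carry over. Flow cytometry, quantitative PCR and transplantation were not analysed here.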

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

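The tests with progenitor lists, with spike-in transcripts and with *Ly6a* were chosen only after the results described here had been seen.

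Interferon-induced genes, which the paper does not discuss, were higher in the arrays labelled *Atg5* f*/*f;*Vav*. All 16 genes of the list were higher and passed the threshold, with a median log2 fold change of 2.198. The list's median log2 signal was 1.08, 0.98 and 1.05 on the control arrays and 3.21, 3.62 and 4.21 on the others. *Iigp1* and *Cxcl10* rose most, by 4.76 and 4.42. Camera gave p = 1.93e-12 with the preset correlation and 0.0837 with the estimated one, and fry gave 4.83e-04. The Reactome pathway of interferon gamma ranked 136 of 674 with a median of 0.61, that of interferon signalling as a whole had a median of 0.36 (adjusted p = 8.82e-06 from limma's camera) and that of the ISG15 antiviral mechanism 0.27 (adjusted p = 0.0102 from limma's camera). The pathway of interferon alpha and beta, with 18 genes, had a median of 0.09, with an adjusted p of 0.167 from camera and 0.0215 from fry in limma, so the tests differ for it.

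The tables argue against several technical explanations of this rise. Among random lists matched on signal, probe GC content and probe position, which had a median of 0.17, the interferon list lay at percentile 100. Under quantile normalisation and normexp background correction its median exceeded that of all genes by at least 1.83, and the other scalings tried move all genes alike and so do not test this. The slide row is confounded with genotype, but 7 of 10 spike-in transcripts were detected and their differences between slide rows after scaling were alike at the levels these cover, from −0.62 to −0.50, a range of 0.115. Their median of −0.54 is a shift of the spike-ins against the cell RNA as a whole, and scaling on spike-ins was not tried. A slide effect that depends on signal level would have to differ between levels by more than this range to give a rise of the size seen. Of the 10 ways to split the 6 arrays into 3 and 3, 1 gave a list median as far from 0, the split by label, and the other splits gave at most 1.10. A share of 10 splits cannot go under 0.1, so this count by itself cannot exclude chance. Genotype, and differences between litters or in exposure of the mice, stay open as untested.

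Stem cell marker genes were lower in the arrays labelled *Atg5* f*/*f;*Vav*. Of 12 genes, 11 were lower and 8 passed the threshold, against 11 when adjusted over the list alone, and the median was −1.35. *Hoxb5*, *Mecom* and *Hlf* fell most, with log2 fold changes of −1.76, −1.75 and −1.65, of which that of *Hoxb5* did not pass the threshold (adjusted p = 0.069 from limma). *Slamf1* was higher by 0.41 (adjusted p = 0.199 from limma). The list's median log2 signal was 1.19, 1.04 and 1.07 on the control arrays and 0.24, 0.22 and −1.02 on the others, and without *Atg5* f*/*f;*Vav* replicate 3 the list median was −0.88. Camera gave p = 1.60e-04 with the preset correlation and 0.265 with the estimated one, and fry gave 0.0364. The multipotent progenitor list, with 7 genes measured, had a median of −0.27, and 1 of its genes, *Notch1*, passed the threshold with −2.23.

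Among lists matched on signal, probe GC content and probe position, the stem cell list lay at percentile 0, and under quantile normalisation and normexp background correction its median was at least as low as −1.22 relative to all genes, so these did not account for the fall. Of the 10 splits, 1 gave a median as far from 0, the split by label, with at most 0.80 in size for the others, and this count by itself cannot exclude chance. A candidate explanation is that more committed progenitors were among the sorted cells. Of 12 erythroid progenitor genes 10 were higher and 7 passed the threshold, with a median of 0.99, led by *Gata1* (3.00), *Aqp1* (2.31) and *Gfi1b* (2.23). Of 12 myeloid progenitor genes 9 were higher and 3 passed, with a median of 0.59, but limma's camera gave a p of 0.0969, so the myeloid part stays undecided. *Ly6a*, a member of the interferon list that encodes Sca-1, rose by 1.57 (adjusted p = 0.00623 from limma). Because Sca-1 is a marker of the LSK gate, its induction may have brought progenitors that normally carry little Sca-1 into the sorted population. This is a hypothesis found in the same data, and the lower level of stem cell markers per cell stays open beside it. Loss of stem cells in the mutant, as a biological explanation, was not tested on the arrays. The paper counted stem cells by flow cytometry at P7 (Fig. 1) and reports no remarkable reduction at that stage.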

How the results depend on the processing

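No setting in this part was added after the data were examined. A slide or scan date block could not be fitted because the arrays shared 1 slide and 1 scan, the methods' t-test was not applied to the list tests, and *G6pd2* has no value under the filter on all 6 arrays because it was detected on 1 of 3 control arrays.

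Probe counts depended on the test and the filter. Against 11024 probes, limma called 4538 without a filter on dim probes, a setting that tests 56605 probes. The methods' t-test with Benjamini-Hochberg adjustment called 0 probes, with 13541 at an unadjusted p under 0.05 against 15506 for limma. The other 8 alternatives gave 8438 to 13459. With an array left out the count ranged from 251 (without control replicate 2) to 10304, and it was 330 without control replicate 1, with 11455 and 11616 probes at an unadjusted p under 0.05. The cause was not tested. Scaling on the probes detected on all arrays moved the share of called probes that were higher from 50.2% to 25.1% and the median of all genes by over 0.1, to −0.21. Without the filter the median of all genes was 0.10.

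Under the methods' t-test the log2 fold changes were by construction those of limma, and the adjusted p was 0.055 for *Atg5* (0.54), 0.0541 for *Tomm40* (1.11), 0.0542 for *Mrps18b* (1.04), 0.0542 for *Nqo1* (3.32), 0.0534 for *G6pd2* (2.10), 0.073 for *Gclm* (1.61) and 0.0553 for *Taldo1* (0.85). It called 0 of the 14 heatmap genes, all 14 having an unadjusted p under 0.05. Over the other alternatives, the lowest adjusted p of these genes was 0.00741, 0.00269, 0.00314, 0.00281, 0.0043, 0.00405 and 0.00373 in the same order. Apart from the t-test, only *Atg5* lost its call, without the filter on dim probes (adjusted p = 0.0567 from limma).

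With each array left out the log2 fold change ranged from 0.45 to 0.60 for *Atg5*, 0.95 to 1.22 for *Tomm40*, 0.88 to 1.14 for *Mrps18b*, 2.83 to 3.80 for *Nqo1*, 1.84 to 2.26 for *G6pd2*, 1.22 to 1.93 for *Gclm* and 0.72 to 0.97 for *Taldo1*. The highest adjusted p, each without control replicate 2, was 0.0836, 0.0695, 0.0695, 0.061, 0.057, 0.0736 and 0.0716. Without control replicate 1 all but *G6pd2* had an adjusted p above 0.05 too, from 0.051 for *Nqo1* to 0.0727 for *Atg5*. The number of heatmap genes called ranged from 0, without control replicate 1 or 2 (all 14 at an unadjusted p under 0.05 in limma), to 14.

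The NES of the mitochondrial gene families lay between 2.64 and 4.41 under the settings that kept its call, and between 3.68 and 3.81 with each array left out. Scaling on the probes detected on all arrays gave 4.45 with a permutation p of 0.2, the smallest that the 5 positive permutations can give. Permuted sample labels gave 1.29 with a permutation p of 0.1. Camera with estimated correlation gave p = 0.197, against 3.66e-28 with the preset one and 0.00464 for fry. The Nrf2 list kept its median of 0.56 with camera at an estimated correlation, with p = 0.261, and had a median of 0.54 with p = 0.0529 without the genes of Fig. 4d. Its other 11 alternatives gave medians of 0.30 to 0.58, the lowest p being 2.16e-04. Camera with estimated correlation called 0 pathways, 1 at an unadjusted p under 0.05, against 319 with the preset correlation and 410 for fry. The other alternatives gave 243 to 328 and leaving out an array 301 to 320.

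The log2 fold change of *Sqstm1*, 0.17 with an adjusted p of 0.274 from limma, was −0.11 under quantile normalisation and −0.036 with scaling on the probes detected on all arrays, where the highest adjusted p over its alternatives was 0.78 and the lowest 0.201. The interferon list (1.83 to 2.31) and the stem cell list (−1.56 to −1.23) kept their calls with camera at the preset correlation under the 10 alternatives of processing, and with each array left out. Both lost them with camera at an estimated correlation (p = 0.0837 and 0.265 from limma).

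With the replicate number as a block, 10173 probes and 322 pathways were called, the NES on the moderated statistic was 3.41 and 14 heatmap genes were higher. The labels do not say that equal numbers pair samples. The correlation across probes of the deviations of equally numbered arrays from their group means was −0.07, 0.19 and 0.11, which gives no sign of pairs. Signal over background limits the dim probes, of which *G6pd2* is 1.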

Other observations

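The test of an exchange of labels, the test of neutrophil granule and globin genes and the use of stem cell markers against contamination were chosen only after the results had been seen, as were the stromal list and the comparison with spike-in transcripts.

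The *Atg5* probe was higher by 0.54 in the arrays labelled *Atg5* f*/*f;*Vav*. If it lies in the deleted part of the gene, an exchange of the labels of the groups could explain this, and if it lies outside that part, the value decides nothing. Since the position of the deleted part is not in the files, an exchange cannot be told apart from the labels as given. The direction of every difference in this section rests on those labels.

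The tables argue against several technical explanations of the rise of mitochondrial complex genes, whose median was 0.61. Among random lists matched on signal and probe GC content the list lay at percentile 100. Among lists matched also on probe position, counted in bases of the transcript, it lay at percentile 100 again (median 0.26). Probe position is at most a rough stand-in for transcript length and does not measure RNA integrity, which stays open. The genes encoded by the mitochondrial genome lay at percentile 52.5 of their matched lists. Under quantile normalisation and normexp background correction the list median exceeded that of all genes by at least 0.35. Biosynthetic families did not all rise to the same extent. The cytosolic ribosome list had a median of 0.10, with 67 of 78 genes higher and 4 called. Its p from limma's camera was 0.00504 with the preset correlation and 0.589 with the estimated one. Scaling on the probes detected on all arrays moved its median to −0.11, so a small rise of this list is neither shown nor excluded. Other families rose more, with medians of 0.70 for the proteasome and 0.89 for ribosome biogenesis. More cycling cells stay open as an explanation, since the proliferation list rose with a median of 0.74, with 30 of 30 genes higher and 29 called. A different mix of sorted cells stays open too, since stem cell markers fell (median −1.35) and erythroid progenitor genes rose (median 0.99). Whether this shift contributes to the rise of mitochondrial genes was not tested. Of the 10 splits of the arrays, 3 gave an NES as large as the split by label, with 3.95 and 3.87 for the others, so the splits do not exclude chance for the NES. The p of 0.1 from permuted sample labels counts the enrichment score before normalisation, for which 1 arrangement, the split by label, was as large. For the number of probes called, 1 of 10 splits, the split by label, gave as many, and limma called 0 at each of the other 9, with 183 to 1044 at an unadjusted p under 0.05. For the number of pathways 1 of 10 splits gave as many as the 319 of the split by label, but splits that mix the groups came close, with up to 306 pathways called. A share of 10 splits cannot go under 0.1, so these counts by themselves cannot exclude chance.

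For the Nrf2 list, 1 of 10 splits gave a median as far from 0, the split by label, and the largest of the others was 0.32, which by itself cannot exclude chance. Without the genes of Fig. 4d its median was 0.54, with a p of 0.0529 from camera and 0.013 from fry in limma, which leaves open whether those genes stand for the list. The *G6pd2* rise could be signal from its near copy *G6pdx*, which rose by 1.28 on its own probe, and the arrays cannot tell these apart. *Gstm1*, which the paper measured by PCR at 7 weeks, was lower at P6–8, with −0.78 on a probe that the files place on chromosome 5 (adjusted p = 0.029 from limma) and −0.63 on a probe on chromosome 3. Without control replicate 1, 2 or 3 the adjusted p of its main probe was 0.0933, 0.0827 or 0.0734. The list of mitochondrial and antioxidant enzymes had a median of 0.54, with 13 of 15 genes higher and 8 called.

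Unequal sex of the mice between groups stays open. The arrays gave no value for *Xist*. Of the 4 Y-linked genes measured, *Eif2s3y* was higher by 0.50 (adjusted p = 0.021 from limma) and *Uty* had a log2 fold change of −0.31 (adjusted p = 0.0576 from limma), both without overlap between the groups, whereas *Kdm5d* (−0.21) and *Ddx3y* (0.03) overlapped. The list median was −0.09, with 1 gene called, and with 1 higher and 1 lower when adjusted over the list alone. A difference in the share of males alone would move these genes together, and they moved apart, but without *Xist* the values leave this undecided.

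All 13 neutrophil granule and globin genes measured were lower in the arrays labelled *Atg5* f*/*f;*Vav*, with medians of −1.32 for the 8 granule genes and −1.92 for the 5 globin genes. This is consistent with fewer contaminating mature cells in those samples. It does not account for the difference between the groups as a whole, since mature cells in the control samples would lower the stem cell markers there, whereas these were higher there, with a median log2 fold change of −1.35 (*Atg5* f*/*f;*Vav* minus control). Lists of whole lineages moved less evenly. The erythroid list had a median of −0.55, with *Klf1* (2.95), *Rhag* (2.41) and *Epor* (2.08) higher, and 5 of its 16 genes are the globin genes. The neutrophil list had a median of −1.25 and a mean of −0.55, with *Ctsg* (1.91), *Mpo* (1.00) and *Prtn3* (0.89) higher, and holds the 8 granule genes. The median was 0.24 for macrophages, 0.78 for B cells with 1 gene called, −0.05 for T and NK cells, and 0.11 for mast cells and eosinophils. Megakaryocyte markers had a median of 0.26 and a mean of −0.07. *Nkg7* belongs both to the T and NK cell list and to the myeloid progenitor list.

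The matrix genes *Col1a2* and *Sparc* were among the largest falls, though *Col1a2* kept its call with control replicate 1 left out and lost it with each of the other 5 arrays left out (adjusted p of 0.0595 to 0.112 from limma), and *Sparc* lost it with 3 of the arrays left out (0.0585 to 0.085). The Reactome pathways of matrix genes named here had medians below 0 but smaller in size, and the tests differ for most of them. Camera in limma with the preset correlation called non-integrin membrane interactions with the matrix (median −0.50, adjusted p = 0.0115, and 0.0629 from fry), laminin interactions (−0.39, 0.014, and 0.0566 from fry) and activation of matrix metalloproteinases (−0.34, 0.0371, and 0.0215 from fry). It did not call extracellular matrix organisation (−0.21, 0.051, and 0.057 from fry) or collagen formation (−0.15, 0.21, and 0.118 from fry). Fry alone called the assembly of collagen fibrils (−0.30, 0.0496), collagen degradation (−0.14, 0.0405) and matrix degradation (−0.16, 0.0236). With the estimated correlation the adjusted p of these pathways was 0.613 to 0.617. Further stromal genes, of which 8 of 12 were measured, had a median of −0.98 with 7 lower and 3 called, but *Fbn1* was higher by 1.81 and also called. Stromal cells or their RNA in the control samples may account for the fall of these genes, though the value of *Fbn1* leaves this undecided. With the probes detected on all 6 arrays the stromal median was −0.26.

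The autophagy list had a median of −0.01 and a mean of 0.04, with 7 genes called higher and 5 lower. The p53 targets had a median of 0.00, and the targets of the integrated stress response 0.62, with 8 of 15 called. *Sqstm1*, which encodes p62, had a log2 fold change of 0.17 on its brightest probe (adjusted p = 0.274 from limma), which changed sign under quantile normalisation and with scaling on the probes detected on all arrays. A dimmer probe was higher by 0.46 without overlap between the groups (adjusted p = 0.0358 from limma). The adjusted p of that probe was 0.138 with scaling on the probes detected on all arrays and 0.0584 to 0.132 with an array left out, other than *Atg5* f*/*f;*Vav* replicate 2 (0.0429). A further probe had a log2 fold change of −0.34 (adjusted p = 0.184 from limma).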
